# The rapamycin-regulated gene expression signature determines prognosis for breast cancer

**DOI:** 10.1186/1476-4598-8-75

**Published:** 2009-09-24

**Authors:** Argun Akcakanat, Li Zhang, Spiridon Tsavachidis, Funda Meric-Bernstam

## Abstract

**Background:**

Mammalian target of rapamycin (mTOR) is a serine/threonine kinase involved in multiple intracellular signaling pathways promoting tumor growth. mTOR is aberrantly activated in a significant portion of breast cancers and is a promising target for treatment. Rapamycin and its analogues are in clinical trials for breast cancer treatment. Patterns of gene expression (metagenes) may also be used to simulate a biologic process or effects of a drug treatment. In this study, we tested the hypothesis that the gene-expression signature regulated by rapamycin could predict disease outcome for patients with breast cancer.

**Results:**

Colony formation and sulforhodamine B (IC_50 _< 1 nM) assays, and xenograft animals showed that MDA-MB-468 cells were sensitive to treatment with rapamycin. The comparison of *in vitro *and *in vivo *gene expression data identified a signature, termed rapamycin metagene index (RMI), of 31 genes upregulated by rapamycin treatment *in vitro *as well as *in vivo *(false discovery rate of 10%). In the Miller dataset, RMI did not correlate with tumor size or lymph node status. High (>75th percentile) RMI was significantly associated with longer survival (*P *= 0.015). On multivariate analysis, RMI (*P *= 0.029), tumor size (*P *= 0.015) and lymph node status (*P *= 0.001) were prognostic. In van 't Veer study, RMI was not associated with the time to develop distant metastasis (*P *= 0.41). In the Wang dataset, RMI predicted time to disease relapse (*P *= 0.009).

**Conclusion:**

Rapamycin-regulated gene expression signature predicts clinical outcome in breast cancer. This supports the central role of mTOR signaling in breast cancer biology and provides further impetus to pursue mTOR-targeted therapies for breast cancer treatment.

## Background

Mammalian target of rapamycin (mTOR) is a serine/threonine kinase involved in multiple intracellular signaling pathways promoting tumor growth [1]. The phosphatidylinositol 3-kinase (PI3K)/Akt/mTOR signaling pathway in particular is deregulated in many cancers, including breast cancer. PI3K activates Akt, which regulates various cellular processes and promotes cell survival. mTOR is a downstream effector of the PI3K/Akt pathway and phosphorylates S6 kinase (S6K1) and 4E-binding protein-1 (4E-BP1), which control cell growth and proliferation and protein translation. Furthermore, PI3K is a mediator of oncogenesis in breast cancer cases. Mutations in the PI3K catalytic subunit p110α [2,3] and overexpression of growth factor receptors such as HER2/neu [4], epidermal growth factor receptor [5], insulin-like growth factor receptor [6], and integrins [7] may activate PI3K signaling. Additionally, phosphatase and tensin homologue deleted from chromosome 10 (PTEN) is a negative regulator of the PI3K/Akt pathway. Germ-line PTEN mutations lead to Cowden disease, which predisposes patients to breast cancer. PTEN is downregulated in one third of patients with breast cancer [8] and PTEN loss is associated with poor prognosis for this malignancy [9]. In addition, authors have reported Akt1 mutations [10], increased Akt1 kinase activity [11], genomic amplification of Akt2 [12], and overexpression of phosphorylated Akt protein [13]. Thus, various aberrations activate mTOR, which has a key role in translation, cell growth, apoptosis and angiogenesis.

Rapamycin is an antibiotic and fungicide isolated from *Streptomyces hygroscopicus *[14]. It forms a complex with FK506-binding protein 12 that binds and inhibits mammalian target of TOR kinase activity, leading to dephosphorylation of downstream targets of mTOR, S6K1, and 4E-BP1 [15]. S6K1 and 4E-BP1 regulate ribosomal component biogenesis and cap-dependent mRNA translation, and their dephosphorylation inhibits translation of mRNAs involved in cell cycle, proliferation, and induction of growth arrest at G1 phase.

The U.S. Food and Drug Administration approved rapamycin analog temsirolimus (Toricel, CCI-779; Wyeth) and everolimus (Afinitor, RAD001, Novartis) for patients with advanced renal cell carcinoma. Clinical trials evaluating the efficacy of rapamycin and its analogs alone or in combination with other agents in patients with breast cancer are ongoing. However, in the Phase II trial of temsirolimus in heavily pretreated locally advanced or metastatic breast cancer, temsirolimus produced an objective response rate of 9.2% in the intent-to-treat population [16]. Thus there is an urgent need to identify minority subpopulations of patients that are sensitive to certain pathway inhibition, better understand the mechanism of action of rapamycin and its analogs, and identify markers of pathway activity.

Researchers are actively pursuing transcriptional profiling as a prognostic and predictive tool in breast cancer therapy. Transcriptional response to modulation of a gene or signaling pathway may not only allow identification of novel targets of well-characterized genes but may also define a pattern of mRNA expression (metagene), which can serve as a molecular indicator of gene and/or pathway activation [17]. Recent studies identified gene expression signatures of several pathways, such as Akt [18], cyclin D1 [19], KRAS2 [20], Myc, Ras, E2F3, Src, β-catenin [21], ErbB2, epidermal growth factor receptor, Raf, and MEK [22]. In the study described herein, we defined a rapamycin-regulated gene signature as a set of genes whose expression is upregulated when mTOR activity is inhibited by rapamycin *in vitro *as well as *in vivo*. We hypothesized that this rapamycin-regulated gene signature determines prognosis for breast cancer, and we tested its ability to predict the outcome of this disease using three independent publicly available primary breast cancer data sets.

## Results

### Identification of differentially expressed genes in breast cancer cells and generation of a rapamycin-regulated gene expression signature

We sought to identify genes differentially expressed in response to treatment with rapamycin in MDA-MB-468 cells, a PTEN-null human breast cancer cell line with constitutive activation of PI3K/Akt/mTOR signaling [23-25]. 

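Gene expression was measured in MDA-MB-468 cells on Affymetrix HG-U133 Plus 2.0 arrays, with 3 arrays of cells given DMSO (vehicle) and 3 of cells given 100 nM rapamycin, an inhibitor of mTOR, for 24 h. The authors checked the arrays with MAS5 and estimated 1 expression value for each probe set with the PDNN model. The values are on a log2 scale, and each array is centred on its median, so that a value of 0 is the level of the array's median probe set. The paper's text names neither the log base, which was read from the spacing of the values, nor the normalization between arrays. The SD over all probe sets was 2.28 to 2.45 on the DMSO arrays and 2.38 to 2.51 on the rapamycin arrays. The difference between the 3' and 5' control probe sets of actin, a sign of RNA quality, was 0.90 to 3.14 on the DMSO arrays and 1.40 to 2.21 on the rapamycin arrays. Of 54675 probe sets, 62 controls were left out. The remaining 54613 were compared with limma, with the replicate number as a block because the paper's methods name a paired test for the cell culture study, and a probe set was called changed at a Benjamini-Hochberg adjusted p under 0.1. Genes were named only where a probe set carries a single symbol, which holds for 41091 probe sets. The genes named for the size of their change are those past this threshold that moved the same way in all 3 pairs. A set of 28 gene lists, with 509 measured genes, was tested with limma's camera at a preset correlation of 0.01 and a threshold of 0.05 on the p adjusted over the lists. The number of arrays limits the precision of every value.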

To confirm the rapamycin sensitivity of MDA-MB-468 cells *in vitro*, we treated them with rapamycin at concentrations ranging from 0.1 to 1000 nM for 5 days. Fig. 1A shows the inhibitory effect of rapamycin on cell growth. The IC_50 _of rapamycin was less than 1 nM. We also assessed the effect of rapamycin on anchorage-dependent growth of MDA-MB-468 cells using a colony formation assay. Rapamycin treatment resulted in a significant decline in colony-forming ability in these cells (*P *= 0.0023) (Fig. 1B).

**Figure 1:**
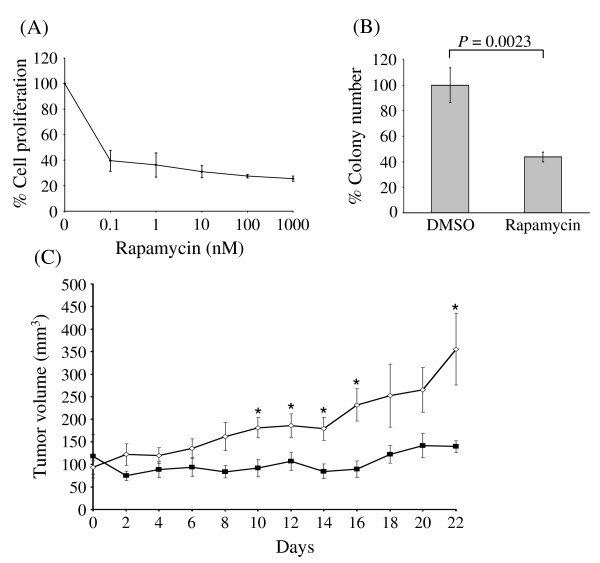
**Rapamycin sensitivity of the MDA-MB-468 breast cancer cell line**. **(A) **MDA-MB-468 cells were treated with rapamycin at various concentrations. SRB assay was performed 5 days later. The assay results shown are the mean (± standard deviation) of three independent experiments. **(B) **2 × 10^3 ^MDA-MB-468 cells were plated in 60-mm plates in triplicate and treated with DMSO or 100 nM rapamycin. Two weeks later, cell colonies were stained with crystal violet, and the plates were scanned and colonies quantitated. The results shown are the mean (± standard deviation) for three plates. **(C) **Mice with established MDA-MB-468 tumor xenografts received DMSO or rapamycin (15 mg/kg) intraperitoneally once a week for 3 weeks. The tumor volumes were then measured using calipers every other day and presented as the mean (± standard error of the mean). Solid line, rapamycin; dashed line, DMSO. * *P *< 0.05.

To determine rapamycin's effects on *in vivo *tumor growth, we injected MDA-MB-468 cells into mammary fat pads of athymic nude mice. We then gave the animals injections of DMSO or rapamycin (15 mg/kg weekly) intraperitoneally for 3 weeks. We observed a statistically significantly lower mean tumor volume (*P *< 0.05) on day 22 after injection in the mice given rapamycin (140 mm^3^) than in the control mice (355 mm^3^) (Fig. 1C). This demonstrated that MDA-MB-468 cells are sensitive to the growth-inhibitory effect of rapamycin *in vivo*.

The ratio of total expression of rapamycin-treated RNA to that DMSO-treated RNA defined the changes in the transcriptional states for individual RNAs. Of the 1271 differentially expressed genes by rapamycin treatment, 477 showed upregulation and 794 showed downregulation *in vitro *(false discovery rate [FDR] = 10%). 

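Rapamycin-treated cells had lower expression of genes of cholesterol synthesis and of amino acid supply. SQLE, which makes the first oxygenated sterol precursor, fell by 1.83 on the log2 scale (3.54-fold lower), and INSIG1, MSMO1, DHCR7 and IDI1, which control or carry out steps of the same pathway, fell by 1.78, 1.70, 1.61 and 1.58. TRIB3, a pseudokinase induced by amino acid stress, fell by 1.58, the small heat shock protein gene HSPB1 by 1.57 and FGFBP1, which encodes a carrier of fibroblast growth factors, by 2.04. FBXO32, a ubiquitin ligase gene induced by FOXO factors, was 3.33-fold higher (log2 change 1.74, standard error 0.18).
The other genes with the largest rises were LINC00342, a long noncoding RNA, TFPI2, which encodes a serine protease inhibitor, LBH, OLFM4, which encodes the secreted protein olfactomedin 4, NT5E, which encodes the surface enzyme CD73, ANKRD36B and PKD1L2. Their log2 changes were 2.71, 2.43, 2.33, 2.20, 2.02, 1.95 and 1.82. TFPI2 went from 4.61 ± 1.98 (SD, n = 3) with DMSO to 7.04 ± 1.81 (SD, n = 3) with rapamycin, and the differences within the 3 pairs were 2.56, 2.66 and 2.07. OLFM4 went from 0.97 ± 0.55 (SD, n = 3) to 3.16 ± 0.24 (SD, n = 3). The standard errors of these 16 genes lay between 0.12 and 0.23, and their adjusted p from limma between 2.81e-05 and 0.000662. All 16 kept their call when any of the 3 pairs was left out.
In all, 6796 of 54613 probe sets were called, 5188 of them higher with rapamycin (2943 named genes) and 1608 lower (1139 named genes), with a median size of 0.54 on the log2 scale. At an adjusted p under 0.05 limma called 4316. Leaving out replicate 2 left 2546 calls, and limma without the pairing called 0 (3297 at an unadjusted p under 0.05). The paired test that the methods name, fitted to each probe set alone, called 0 with Benjamini-Hochberg adjustment (6867 at an unadjusted p under 0.05). With a beta-uniform mixture it called 449. After quantile normalization 2944 probe sets were called higher and 2421 lower. The paper takes such differences between rapamycin-treated and DMSO-treated RNA as the change in the transcriptional state of each RNA.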

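In the cells, cholesterol synthesis had 15 of 18 measured genes lower, none higher and a mean log2 change of -1.05 (16 lower when adjusted over the list alone). Genes of the ATF4 and amino acid response, which take up and make amino acids, had 15 of 23 lower and none higher (15 lower and 1 higher over the list alone), including PSAT1, which fell by 1.45, and ASNS, the asparagine synthetase, by 1.26. In fatty acid synthesis 7 of 14 were lower and 1 higher (9 and 1 over the list alone). FASN, the fatty acid synthase, fell by 1.48, SCD by 1.13 and ACLY by 0.84. Of the aminoacyl tRNA synthetases 7 of 15 were lower and 1 higher (10 and 1 over the list alone), with log2 changes of -0.60 for AARS1 and -0.58 for TARS1. From limma's camera the adjusted p was 3.77e-20, 2.57e-13, 1.74e-07 and 0.000346 for these 4 lists, and each list's mean was negative in all 3 pairs. With an estimated correlation none of them passed (adjusted p = 0.317, 0.317, 0.319 and 0.345 with an estimated correlation). For the ATF4 and amino acid list the estimate was 0.00707, below the preset 0.01. A higher correlation between genes therefore cannot be why that list lost its call, and the reason was not tested.
FOXO responsive genes, which act on cell cycle arrest and protein breakdown, had 12 of 18 higher and 2 lower (13 and 2 over the list alone), with CITED2 higher by 1.30, HBP1 by 1.23 and CCNG2 by 1.16. NF-kB and inflammatory genes had 10 of 19 higher and 1 lower (14 and 2 over the list alone). TNFAIP2, complement factor B (CFB) and the chemokine CXCL8 were higher by 1.73, 1.56 and 1.51, whereas S100A8 fell by 1.28. Of the antigen presentation genes 8 of 21 were higher and none lower (14 higher over the list alone), such as the peptidase ERAP1 by 1.18 and the immunoproteasome subunit PSMB9 by 0.67. Interferon response genes had 12 of 39 higher and 1 lower (22 and 2 over the list alone), with TRIM22 higher by 1.44 and DDX60 by 0.85. The adjusted p from camera was 8.9e-06, 3.1e-05, 4.21e-05 and 0.000232 for these 4 lists, whose means were positive in all 3 pairs, and adjusted p = 0.345 with an estimated correlation for each.
Smaller shifts, none past the threshold with an estimated correlation, passed camera for lysosome and autophagy genes (11 higher and 1 lower of 28, adjusted p = 0.0122, and CTSB, which encodes cathepsin B, higher by 1.34), for PI3K and mTOR pathway genes (6 higher of 21, 0.036, IRS2 higher by 0.94 and IGF1R by 0.88) and for ribosomal proteins (4 higher and 1 lower of 42, 0.0187, RPL3 higher by 0.83), whose mean turned from 0.17 to -0.23 when the arrays were scaled to the same spread. Lower lists were oxidative phosphorylation (6 lower of 32, 0.00145, ATP5MC1 at -0.73), DNA replication (6 lower of 22, 0.0122, CDC6 at -0.76), heat shock (2 lower of 10, 0.0269) and the human probe sets of fibroblast and matrix genes (2 lower of 13, 0.0171). With an estimated correlation, adjusted p = 0.345 for lysosome and autophagy and for heat shock, 0.378 for fibroblast and matrix and 0.497 for the other 4. The calls of the lysosome, PI3K and mTOR and fibroblast lists ended after quantile normalization and when the arrays were scaled to the same spread, and that of the ribosomal protein list ended after quantile normalization. With the filter on dim probe sets all 4 ended. Glycolysis, ribosome biogenesis, mitosis, TCA cycle and the unfolded protein response passed as lower lists after quantile normalization and with the arrays scaled to the same spread. The ribosomal protein and fibroblast lists lost their call without replicate 2, and oxidative phosphorylation, DNA replication and PI3K without replicate 3.
Lists that did not pass on the values as deposited were glycolysis (1 higher and 1 lower of 19, adjusted p = 0.0567), hypoxia targets (6 higher and 6 lower of 27, 0.242, with IGFBP3 higher by 1.51 and VEGFA lower, at -1.05), TCA cycle (0.224), ribosome biogenesis (0.124), mitosis (no gene of 20 called, 0.224), unfolded protein response (0.276), early response (0.124), basal epithelial genes (0.767), endothelium (0.342), leukocytes (0.58), adipocytes (0.276), muscle (0.329) and red blood cells (0.739).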

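MDA-MB-468 tumors in the mammary fat pads of nude mice were profiled in 4 groups on the same type of array, with 3 arrays per group from the 5 mice per group that the paper gives. The groups received a single intraperitoneal injection of DMSO or of 15 mg/kg rapamycin and were harvested 24 h later (1-day), or weekly injections for 3 weeks with harvest 24 h after the last one, on day 22 (22-day). The paper's methods name an RNeasy kit for the tumor RNA, whereas the labels of these arrays name TRIzol. The values are on a log2 scale, given to 1 decimal, with array medians of 6.4 to 6.5 and an SD over all probe sets of 1.84 to 1.90. They were normalized separately from the cell-line arrays and are on another scale, so levels are not compared between cells and tumors. All 12 arrays entered a single limma fit of the 4 group means without a block, since the methods name an unpaired test. Rapamycin was compared with DMSO averaged over both times, 22-day with 1-day averaged over both agents, and rapamycin with DMSO at each time, at the same threshold as in the cells. The actin 3' to 5' difference was 0.0 to 0.3 on all 12 arrays. The mouse host's RNA can reach human probe sets, so lists of fibroblast, endothelial, leukocyte, adipocyte, muscle and red blood cell genes were tested with the others.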

To examine early and late rapamycin-mediated gene-expression changes *in vivo*, we assessed the effect of rapamycin on MDA-MB-468 xenografts in nude mice after 24 h and 3 weeks of treatment. These specific time-points were selected as 24 h and 3 week post-treatment biopsies have been incorporated into some of the ongoing clinical trials with rapamycin and its analogues. 

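Between 22 days and 1 day, the difference in the change with rapamycin had the smallest p in MVD, an enzyme of cholesterol synthesis, in the membrane protein gene MALL, in the metal transporter gene SLC39A8 and in the basal keratin gene KRT15. MVD was 8.27 ± 0.06 (SD, n = 3) with DMSO and 8.40 ± 0.20 (SD, n = 3) with rapamycin at 1 day, and 8.27 ± 0.06 (SD, n = 3) and 7.60 ± 0.10 (SD, n = 3) at 22 days. The difference between the 2 changes was -0.80 for MVD (standard error 0.13), -0.77 for MALL, -1.07 for SLC39A8 and -0.80 for KRT15, with adjusted p = 0.427, 0.427, 0.427 and 0.557 from limma. None of the 4 passed the threshold, and they were taken for their p and not for the size of the difference.
No probe set of 54613 was called for the interaction of treatment and time by limma or by the same model fitted to each probe set alone with Benjamini-Hochberg adjustment or with a beta-uniform mixture. At an unadjusted p under 0.05 there were 1958 from limma and 2175 from the model of each probe set alone. With array weights limma called 13. Leaving out DMSO 1-day replicate 2 gave 4 calls, rapamycin 1-day replicate 3 gave 1, and DMSO 22-day replicate 1 and rapamycin 22-day replicate 3 gave 2 each.
As groups, the 18 genes of cholesterol synthesis had a mean change with rapamycin of -0.05 at 1 day and -0.37 at 22 days (camera on the difference, adjusted p = 2.49e-10, with 18 of 18 differences negative), the 9 basal epithelial genes 0.11 and -0.65 (2.49e-10, with 8 of 9 negative), and the 21 antigen presentation genes 0.13 and 0.33 (3.78e-06, with 18 of 21 positive). These calls were lost with an estimated correlation (adjusted p = 0.346, 0.336 and 0.346 with an estimated correlation), and no member gene was called over all probe sets (6 cholesterol synthesis genes and 6 basal epithelial genes were lower over the list alone, and no antigen presentation gene was called). The simulated data for this contrast recovered 42 of 100 differences of 0.6 on the log2 scale and 1 of 100 of 0.3.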

There was no significant interaction between treatment (vehicle and rapamycin) and time (1-day and 22-day) *in vivo *study. However, treatment and time regulated expression of several genes. 

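Many genes differed in expression between tumors at 22 days and tumors at 1 day, averaged over both agents. OLFM4, which encodes olfactomedin 4, was 4.14-fold higher at 22 days (log2 change 2.05, standard error 0.15, adjusted p = 8.61e-06 from limma), LY75, an endocytic receptor gene, 2.27-fold (1.18, 0.09, 2.71e-05) and SERPINA1, the antitrypsin gene, 2.22-fold (1.15, 0.14, 0.000667). IGFBP2, which encodes a binding protein of insulin-like growth factors, fell by 0.75 on the log2 scale, FBLN1, which encodes the matrix protein fibulin 1, by 0.75 and the growth factor gene TGFB1 by 0.72. In the DMSO groups IGFBP2 was 8.93 ± 0.21 (SD, n = 3) at 1 day and 8.23 ± 0.15 (SD, n = 3) at 22 days.
Further genes higher at 22 days were TMEM47 (1.88), RNF128 (1.60), LDHB (1.35), PWWP3B (1.30) and MYLK (1.25), and further lower genes were ALYREF (-0.85), EFEMP1 and OLFML3 (-0.70 each), PITX1 and SYT12 (-0.65 each). Their adjusted p from limma lay between 0.00106 and 0.066, and TMEM47 varied most within a group, at 8.23 ± 1.42 (SD, n = 3) in the DMSO 22-day tumors. Of these 16 genes 13 kept their call when any array was left out. In all, 3053 probe sets were called for time, 1582 higher (1136 named genes) and 1471 lower (1133 named genes). Leaving out DMSO 1-day replicate 3 left 1763, rapamycin 1-day replicate 1 left 2025, and without rapamycin 1-day replicate 2, DMSO 22-day replicate 3 and rapamycin 22-day replicates 1, 2 and 3 there were 2163, 4497, 2205, 2155 and 2269. The share that was higher, 51.8%, ran from 46.5% without DMSO 1-day replicate 1 to 60.1% without DMSO 22-day replicate 3.
Rapamycin changed 326 probe sets in the 22-day tumors, 241 higher (190 named genes) and 85 lower (64 named genes). TRIM22, an interferon-induced ubiquitin ligase gene, was 2.70-fold higher (log2 change 1.43, standard error 0.23, adjusted p = 0.0216 from limma), MDK, which encodes the growth factor midkine, 2.19-fold (1.13, 0.15, 0.00914), OLFM4 2.24-fold and PELI2 2.14-fold. SERPINB5, which encodes the serpin maspin, was 3.17-fold lower (-1.67, 0.32, 0.0455), and CD109, EMP1 and FGFBP2 were lower by 2.30-fold, 2.24-fold and 2.24-fold. Of these 8 genes 1 kept its call when any array was left out. Left out in turn, the 3 DMSO 1-day arrays gave 261, 291 and 197 calls, the rapamycin 1-day arrays 236, 198 and 335, the DMSO 22-day arrays 398, 186 and 681, and the rapamycin 22-day arrays 45, 48 and 239. Without DMSO 22-day replicate 3 the balance turned, with 319 higher and 362 lower. The paper reports smaller tumors with rapamycin on day 22, and tumor volume was not part of the fit.
In the 1-day tumors limma called 0 probe sets for rapamycin (3088 at an unadjusted p under 0.05), as did the unmoderated test that the methods name with Benjamini-Hochberg adjustment (2974 at an unadjusted p under 0.05). That test also called 0 at 22 days (2984 at an unadjusted p under 0.05). The named genes with the smallest p at 1 day, SLC66A3 (0.37), GPRASP1 (-0.40), PET100 (0.33) and POLR3GL (0.40), all had adjusted p = 0.853. For single probe sets the effect at 22 days was not shown to differ from that at 1 day, since none passed the interaction test in this fit. Of the gene lists, 12 differed in camera's test at the preset correlation and none with an estimated correlation.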

Gene set enrichment analysis (GSEA) results show upregulated and downregulated gene sets (See Additional files 1, 2, 3: Gene set enrichment analysis of *in vivo *data) [26]. Treatment effect is regulating genes sets that are involved in immune response and metabolism, whereas time effect regulates gene sets that are involved in hypoxia, cancer and metabolism.

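In tumors given rapamycin, some genes of interferon response, antigen presentation and inflammation were called higher and some of cholesterol synthesis and of the ATF4 and amino acid response lower, as averages over both times, and no gene list passed with an estimated correlation. CD74, the chaperone of class II antigen presentation, was 1.52-fold higher (log2 change 0.60, standard error 0.11), PSMB9 and PSMB10, subunits of the immunoproteasome, 1.27-fold and 1.25-fold. The chemokine CCL2 and complement factor B (CFB) were higher by 0.75 and 0.50 on the log2 scale (adjusted p = 0.0999 and 0.0468 from limma). With each of the 12 arrays left out in turn, 10 ended the call of CCL2, 8 that of CD74 and 6 that of PSMB9. SQLE fell by 0.35, and TRIB3 and DDIT3, a transcription factor of the stress response, by 0.33 and 0.27.
Of 21 antigen presentation genes 3 were called higher and none lower (16 higher when adjusted over the list alone), of 39 interferon response genes 3 and none (17 over the list alone), and of 19 NF-kB and inflammatory genes 2 and none (11 over the list alone). The adjusted p from limma's camera was 1.21e-12, 2.51e-10 and 6.33e-07 for these lists, whose mean in every rapamycin tumor was above the DMSO mean of its time. Each was lost with an estimated correlation (adjusted p = 0.145, 0.152 and 0.145 with an estimated correlation). Of 18 cholesterol synthesis genes 1 was called lower (11 over the list alone), and HMGCS1 and MSMO1, not called over all probe sets, had log2 changes of -0.40 and -0.43. Of 23 ATF4 and amino acid genes 2 were called lower (10 over the list alone), and ASNS, not called, had -0.40. Camera gave adjusted p = 9.01e-10 and 1.11e-08 for these lists, and adjusted p = 0.232 and 0.145 with an estimated correlation. The mean of the ATF4 and amino acid list was below the DMSO mean of its time in every rapamycin tumor, whereas that of cholesterol synthesis ran from -0.42 to 0.12 relative to it and the list did not pass at 1 day (adjusted p = 0.227), where it passed as a lower list after quantile normalization. Fatty acid synthesis had 1 lower of 14 (ACSL1, an acyl-CoA synthetase gene, at -0.60; camera adjusted p = 0.0142, and adjusted p = 0.232 with an estimated correlation), and the tRNA synthetases had none called of 15 (5 lower over the list alone, camera adjusted p = 0.00651, and 0.478 with an estimated correlation).
Other lists passed camera for treatment with small mean changes, and none of them with an estimated correlation. Lower were basal epithelial genes (-0.27, 1 of 9 called, adjusted p = 7.89e-05), heat shock genes (-0.15, none of 10, 0.000782), hypoxia targets (-0.07, 2 of 27, 0.00559) and host fibroblast and matrix genes (-0.10, none of 13, 0.0189). The basal epithelial average joined opposite signs, 0.11 at 1 day and -0.65 at 22 days. It ran from -0.86 to 0.18 over the rapamycin tumors, relative to the DMSO mean of their time. Higher were ribosomal proteins (0.06, none of 42, 0.00283), DNA replication genes (0.07, 1 of 22, 0.00619, the helicase subunit MCM5 at 0.33), oxidative phosphorylation (0.05, none of 32, 0.0173) and PI3K and mTOR pathway genes (0.10, none of 21, 0.0189). With an estimated correlation these 8 had adjusted p = 0.29, 0.354, 0.478, 0.478, 0.568, 0.478, 0.619 and 0.333, and the calls of the 4 higher lists ended after quantile normalization, where glycolysis and early response passed as lower lists. At least 1 left-out array ended the call of hypoxia targets, host fibroblast and matrix genes, each of the 4 higher lists and the tRNA synthetases. Lists that did not pass were glycolysis (adjusted p = 0.119), TCA cycle (0.0949), ribosome biogenesis (0.909), mitosis (0.631), FOXO responsive genes (0.353), lysosome and autophagy (0.0555), unfolded protein response (0.575), early response (0.0949), endothelium (0.644), leukocytes (0.394), adipocytes (0.897), muscle (0.909) and red blood cells (0.0601).
For time, hypoxia targets were higher at 22 days, with 6 of 27 called higher and none lower (9 and 1 over the list alone, camera adjusted p = 0.000865, and adjusted p = 0.726 with an estimated correlation). ANKRD37 rose by 0.45, the hormone gene STC1 by 0.43 and the glucose transporter gene SLC2A3 by 0.35. NF-kB and inflammatory genes had 5 of 19 higher and none lower (6 and 3 over the list alone, 0.0099, and adjusted p = 0.726 with an estimated correlation), with CXCL8 higher by 1.03 and CCL2 by 0.92. Metabolic lists were lower, namely cholesterol synthesis (3 lower of 18, 0.00257), fatty acid synthesis (2 lower of 14, 0.0214, FASN falling by 0.50) and TCA cycle (1 lower of 16, 0.02), with adjusted p = 0.726, 0.684 and 0.726 with an estimated correlation. From 1 to 22 days the means of these 3 lists changed by 0.01, -0.04 and -0.05 in the DMSO tumors and by -0.31, -0.19 and -0.14 in the rapamycin tumors. The unfolded protein response had 7 lower and 1 higher of 16 (0.02), heat shock 1 lower of 10 (0.0214, with -0.03 in the DMSO and -0.23 in the rapamycin tumors), interferon response 5 lower and 1 higher of 39 (0.02), and ribosomal proteins 3 higher of 42 (0.02). These 4 lists had adjusted p = 0.684, 0.726, 0.726 and 0.955 with an estimated correlation. Without rapamycin 1-day replicate 2 there were 3 lists past the threshold in place of 9, and without DMSO 22-day replicate 3 there were 4. Lists that did not pass for time were antigen presentation (adjusted p = 0.778), glycolysis (0.962), oxidative phosphorylation (0.603), ribosome biogenesis (0.941), ATF4 and amino acid (0.0976), tRNA synthetases (0.608), mitosis (0.529), DNA replication (0.911), PI3K and mTOR pathway (0.911), FOXO responsive genes (0.613), lysosome and autophagy (0.909), basal epithelial genes (0.0976), early response (0.651), fibroblast and matrix (0.651), endothelium (0.985), leukocytes (0.913), adipocytes (0.529), muscle (0.946) and red blood cells (0.913). From gene sets of immune response and metabolism for treatment, and of hypoxia, cancer and metabolism for time, the paper states which processes each effect regulates.

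**Figure D1:**
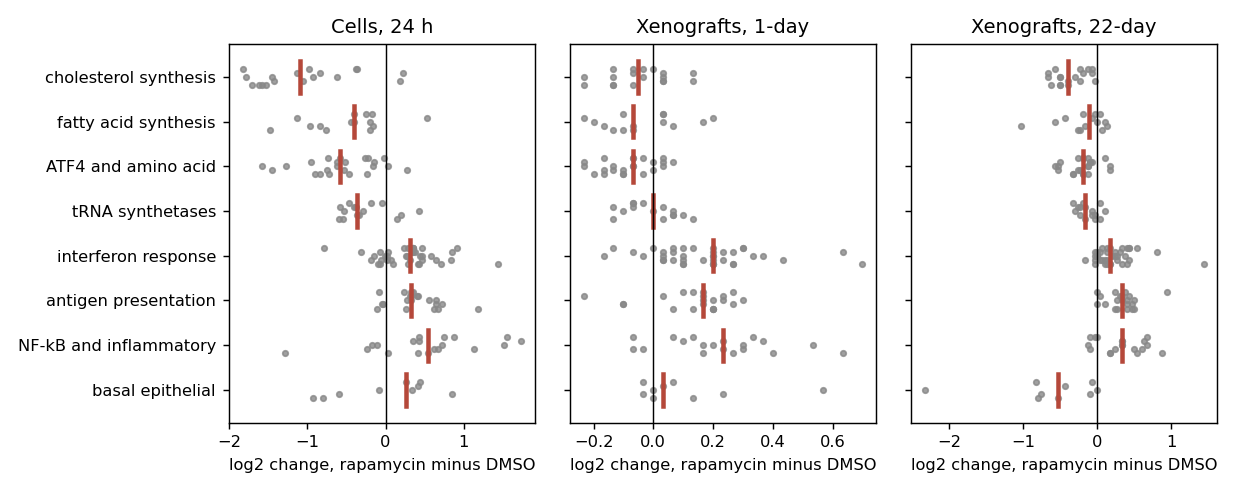
Log2 change, rapamycin minus DMSO, of each measured gene (points) and the median (bar) of 8 gene lists in cells at 24 h and in tumors at 1 day and at 22 days, with a different scale on each x axis. The 18 cholesterol synthesis genes have a mean of -1.05 in the cells, -0.05 at 1 day and -0.37 at 22 days.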

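Averaged over both times, more genes were higher than lower in tumors given rapamycin. FOXQ1, a forkhead transcription factor gene, was 1.62-fold higher (log2 change 0.70, standard error 0.08, adjusted p = 0.00667 from limma) and RGCC, a regulator of the cell cycle, 1.55-fold (0.63, 0.07, 0.00667). RGCC was 9.30 ± 0.00 (SD, n = 3, values given to 1 decimal) with DMSO and 10.27 ± 0.15 (SD, n = 3) with rapamycin at 22 days, and 9.57 ± 0.12 and 9.87 ± 0.15 (SD, n = 3 each) at 1 day. TRIM22, NT5E, MDK and EHF, an epithelial transcription factor gene, were higher by 0.85, 0.73, 0.73 and 0.58 (adjusted p = 0.0653, 0.0885, 0.0238 and 0.047).
Among the lower genes, GPNMB, which encodes a lysosomal and surface glycoprotein, fell by 0.48 on the log2 scale (standard error 0.09, adjusted p = 0.068), ALCAM, a cell adhesion gene, and the death-associated kinase gene DAPK1 by 0.47 each (0.0545 and 0.0468), and KRT15 by 0.43 (0.05). STC2, a secreted hormone gene, and KLK6, a secreted protease gene, fell by 0.42 each (0.0843 and 0.0877).
In all, 232 probe sets were called at an adjusted p under 0.1, 197 higher (164 named genes) and 35 lower (27 named genes), with a median size of 0.35, and 5965 had an unadjusted p under 0.05. At an adjusted p under 0.05 there were 47. Of 16 genes taken for the size of their change, 4 kept their call when any array was left out. Left out in turn, the 3 DMSO 1-day arrays gave 45, 15 and 80 calls, the rapamycin 1-day arrays 153, 20 and 54, the DMSO 22-day arrays 295, 227 and 608 (354 of the 608 higher), and the rapamycin 22-day arrays 20, 22 and 157. A model of treatment alone, without time, called 0 (5079 at an unadjusted p under 0.05). Quantile normalization gave 118 (82 higher), centring 101 (88 higher), the filter on dim probe sets 388 and array weights 1056. The unmoderated test that the methods name called 0 with Benjamini-Hochberg adjustment (5091 at an unadjusted p under 0.05). With the beta-uniform mixture it called 3.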

We used the averages of rapamycin and vehicle treatment over two time points, of the 377 differentially expressed genes, 303 showed upregulation and 74 showed downregulation *in vivo *(FDR = 10%). To identify genes whose expression was regulated *in vitro *and *in vivo*, we compared differentially expressed genes using Affymetrix probe set identifiers which generated a list of 34 entries. 

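Of 197 probe sets called higher in the tumors 128 were also called higher in the cells, and of 35 called lower 12 were called lower. RGCC was higher by 1.69 on the log2 scale in the cells and by 0.63 in the tumors, TRIM22 by 1.44 and 0.85, and NT5E by 2.02 and 0.73. The lower ones, named after their values were seen, were 2 probe sets each of ACSL1 and SQLE and 1 each of DDIT4, STC2, KLK6, STAC, MALL, TRIB3, DDIT3 and S100A14.
Called in both experiments and changed the same way were 140 probe sets, 128 higher (108 named genes) and 12 lower (10 named genes), against 18.7 and 1.03 if the calls were independent. A further 3, also named after their values were seen, moved in opposite directions, against 9.13. CD44 (one of its probe sets) and JAG1 were higher in the cells by 0.77 and 0.55 and lower in the tumors, both at -0.40, and the interferon-induced gene GBP1 was at -0.78 in the cells and 0.37 in the tumors. Of the 232 probe sets called in the tumors, 90.5% had the same sign in the cells, against 55.4% of all 54613 probe sets. Tumor values are given to 1 decimal, and a probe set with no change in the tumors counts as not having the same sign. This lowers the share of all probe sets, so the contrast is overstated by an amount that was not computed. Over all 54613 probe sets the Spearman correlation of the changes was 0.288 across probe sets, which are not independent replicates.
At an adjusted p under 0.05 in both, 36 probe sets were shared. Without the pairing of the cell arrays limma called 0 in the cells, so that none was shared. After quantile normalization there were 70. Left out in turn, the 3 DMSO 1-day arrays gave 37, 14 and 58, the rapamycin 1-day arrays 110, 15 and 37, the DMSO 22-day arrays 182, 134 and 255, and the rapamycin 22-day arrays 17, 18 and 110.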

Treatment with rapamycin upregulated the expression of 31 of these probes and downregulated that of 3. We then used these 31 probe sequences belonging to 29 genes whose expression was upregulated by rapamycin and designated this gene signature as the rapamycin metagene index (RMI) (Table 1). One of these probe sequences did not have a matching gene sequence, and granulin had two hits; expression of both probe sets was upregulated. 

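The rapamycin metagene index, the mean log2 expression of the 31 probe sets of Table 1, was higher with rapamycin in the cells and in the tumors at both times. It was 3.53 ± 0.18 (SD, n = 3) with DMSO and 4.34 ± 0.15 (SD, n = 3) with rapamycin in the cells, 9.02 ± 0.04 and 9.24 ± 0.09 (SD, n = 3 each) in the 1-day tumors, and 8.90 ± 0.05 and 9.32 ± 0.02 (SD, n = 3 each) in the 22-day tumors. FOXQ1 had the largest change among these probe sets in both, 1.37 in the cells (standard error 0.13, adjusted p = 0.000359 from limma) and 0.70 in the tumors. CCN2, which encodes a matrix-associated growth factor, was higher by 1.30 and 0.47, HBP1, a repressor of transcription, by 1.23 and 0.25, and TFDP2, a partner of E2F factors, by 0.85 and 0.45 (adjusted p = 0.00273 in the cells and 0.00976 in the tumors).
All 31 probe sets had a positive change in each of the 3 pairs of cell arrays and in the tumors at 1 day and at 22 days. In the cells 29 were called higher, with changes from 0.20 to 1.37 and a median of 0.83, and in the tumors 19 were, with changes from 0.10 to 0.70 and a median of 0.30. At 22 days 15 were called and at 1 day none (as for all probe sets there), and the medians were 0.40 and 0.20. Because the study chose these probe sets on the same arrays, these counts are not independent evidence of their direction. Not called in the cells were LRRC20 and FUNDC2 (0.32 and 0.20).
The difference in the index between rapamycin and DMSO was 0.82 within pairs of cell arrays, with an SD of the 3 pair differences of 0.04 (exact two-sided sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). It was 0.32 over both times in the tumors (exact two-sided permutation test within times, p = 0.005, the smallest that the 400 regroupings allow), 0.22 at 1 day and 0.42 at 22 days (exact two-sided permutation test, p = 0.1 each, the smallest that 3 against 3 allow). These p values too come from probe sets chosen on the same arrays and are not independent evidence. From these probe sets, raised by rapamycin in both experiments, the paper builds its index.

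**Figure D2:**
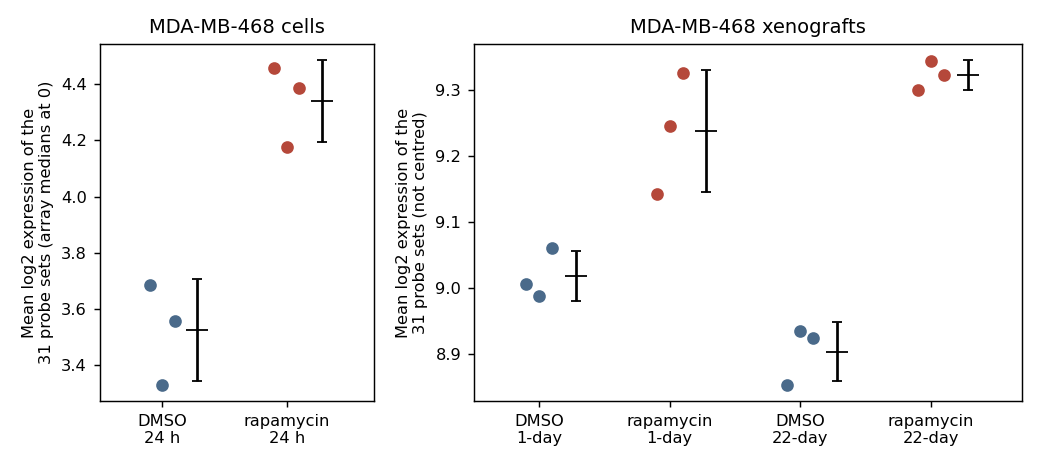
Mean log2 expression of the 31 probe sets on each array (points, n = 3 per group), with the mean and SD of each group beside them. The cell arrays, whose medians are at 0, run from 3.33 to 4.46 and the tumor arrays from 8.85 to 9.35, on separate scales, and every rapamycin array lies above every DMSO array of its system and time.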

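Granulin (GRN), which encodes the precursor of a secreted and lysosomal growth factor, was higher with rapamycin in the cells on each of its 3 probe sets. The pair of GRN probe sets in Table 1 were higher by 0.62 and 0.64 on the log2 scale (standard error 0.12 each, adjusted p = 0.01 and 0.00902 from limma), or 1.53-fold and 1.56-fold, and the other probe set by 0.62 (adjusted p = 0.0131). The first of them had pair differences of 0.63, 0.62 and 0.61. In the tumors, averaged over both times, the 3 probe sets had changes of 0.25, 0.25 and 0.28, and none was called (adjusted p = 0.144, 0.18 and 0.18). At 22 days the first went from 8.90 ± 0.17 (SD, n = 3) with DMSO to 9.30 ± 0.10 (SD, n = 3) with rapamycin and was called (log2 change 0.40, adjusted p = 0.0921), while the others were at 0.30 and 0.40 and were not.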

The three downregulated genes that were not included in the RMI were DDIT4, GPR107 and ZNF419.

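DDIT4, which encodes an inhibitor of mTOR complex 1 induced by stress and hypoxia, was lower with rapamycin in the cells and in the tumors. It went from 5.72 ± 0.62 (SD, n = 3) with DMSO to 4.17 ± 0.64 (SD, n = 3) with rapamycin in the cells, a fall of 2.94-fold (log2 change -1.55, standard error 0.12, adjusted p = 0.000139 from limma), and the pair differences were -1.50, -1.51 and -1.66. In the tumors it was 1.40-fold lower over both times (log2 change -0.48, standard error 0.06, adjusted p = 0.00667) and changed by -0.20 at 1 day (adjusted p = 0.853) and -0.77 at 22 days (adjusted p = 0.00159).
GPR107, which encodes a membrane protein of the Golgi, has 4 probe sets. In the cells the first was higher by 0.48 (adjusted p = 0.037), the second was lower (-0.38, adjusted p = 0.0903), and the other 2 were not called, at -0.02 and -0.09. Both calls ended without replicate 2 (adjusted p = 0.195 and 0.236) and without replicate 3 (0.161 and 0.359). In the tumors, in the same order, they were at 0.02, -0.33, 0.05 and -0.20 (adjusted p = 0.93, 0.301, 0.796 and 0.304), none of them called. Without DMSO 22-day replicate 3 the second was called lower (-0.47, adjusted p = 0.0253). ZNF419, a zinc finger gene, had changes of -0.23 and -0.25 on its pair of probe sets in the cells (adjusted p = 0.289 and 0.26) and of -0.05 and -0.17 in the tumors (adjusted p = 0.774 and 0.409), and was called in neither. After quantile normalization the first of them was called lower in the cells (-0.39, adjusted p = 0.0812).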

**Table 1:** The 31 probe sets (29 genes) in Rapamycin Metagene Index listed by probe set identifier.

**Probe set ID**	**Gene symbol**	**Gene title**	**Included in HG-U133 array**
202050_s_at	ZMYM4	Zinc finger, MYM-type 4	Yes

202623_at	C14orf1	E2F-associated phosphoprotein	Yes

203985_at	ZNF212	Zinc finger protein 212	Yes

204279_at	PSMB9	Proteasome (prosome, macropain) subunit, beta type, 9 (large multifunctional protease 2)	Yes

204985_s_at	MGC2650	Trafficking protein particle complex 6A	Yes

208669_s_at	CRI1	CREBBP/EP300	Yes

209101_at	CTGF	Connective tissue growth factor	Yes

209102_s_at	HBP1	HMG-box transcription factor 1	Yes

209216_at	WDR45	WD repeat domain 45	Yes

210296_s_at	PXMP3	Peroxisomal membrane protein 3, 35 kDa (Zellweger syndrome)	Yes

211284_s_at	GRN	Granulin	Yes

214177_s_at	PBXIP1	Pre-B-cell leukemia transcription factor-interacting protein 1	Yes

215464_s_at	TAX1IP3	Tax1 (human T-cell leukemia virus type I)-binding protein 3	Yes

216041_x_at	GRN	Granulin	Yes

217906_at	KLHDC2	Kelch domain containing 2	Yes

218550_s_at	LRRC20	Leucine-rich repeat containing 20	Yes

219630_at	MAP17	PDZK1-interacting protein 1	Yes

221087_s_at	APOL3	Apolipoprotein L, 3	Yes

221476_s_at	RPL15	Ribosomal protein L15	Yes

46256_at	SSB3	SPRY domain-containing SOCS box protein SSB-3	Yes

1555852_at	-	-	No

222574_s_at	DHX40	DEAH (Asp-Glu-Ala-His) box polypeptide 40	No

222802_at	EDN1	Endothelin 1	No

223042_s_at	FUNDC2	FUN14 domain-containing 2	No

223493_at	FBXO4	F-box protein 4	No

224564_s_at	RTN3	Reticulon 3	No

224785_at	MGC29814	Hypothetical protein MGC29814	No

225076_s_at	KIAA1404	Zinc finger, NFX1-type containing 1	No

225898_at	WDR54	WD repeat domain 54	No

226157_at	TFDP2	Transcription factor Dp-2 (EF2 dimerization partner 2)	No

227475_at	FOXQ1	Forkhead box Q1	No

ID, identifier.

### The RMI as a prognostic factor for breast cancer in the independent primary breast cancer data sets

We hypothesized that if rapamycin indeed regulates a critical oncogenic pathway in breast cancer, then RMI would correlate with breast cancer outcome. To determine whether the RMI can provide prognostic information about breast cancer, we applied it to the three well-described, publicly available primary breast cancer data sets described above. The sets described by Miller et al. [27] and by Wang et al. [28] were Affymetrix-based data sets, and we correlated the gene-expression levels with our study using the corresponding probe set identifiers. We analyzed the HG-U133A probe set in the data set described by Miller and colleagues. Of the 31 probes in the HG-U133 Plus 2.0 chips, we included 20 that were present in HG-U133A array and used them for cross-study comparisons. We also applied RMI to van 't Veer data set which was performed by using Hu25K microarray chip (Agilent platform) [29]. The probes in our and Wang data sets were matched by using gene symbols and 26 of the 29 genes were present. The data set used by Miller et al. represents 251 patients with primary breast cancer who underwent surgery. They used no patient selection criteria. In this data set, the RMI did not correlate with the following known prognostic factors for breast cancer: tumor size (*P *= 0.36), lymph node status (*P *= 0.93), and patient age (*P *= 0.22) (Fig. 2). However, the overall survival rate based on the high and low RMI values showed a significant difference in between the two values (*P *= 0.015), with the high RMI group having longer survival rates (Fig. 3). Multivariate analysis indicated that RMI (*P *= 0.029), tumor size (*P *= 0.015), and lymph node status (*P *= 0.001) were prognostic for overall survival in breast cancer (Table 2). van 't Veer et al. [29] selected 97 patients with sporadic primary breast cancer who had lymph node-negative disease and were younger than 55 years of age at the time of diagnosis. RMI was not associated with time to development of distant metastasis in these patients (*P *= 0.41). Wang et al. [28] included in their data set 286 patients with lymph node-negative breast cancer who did not receive systemic neoadjuvant or adjuvant therapy. In this data set, the RMI predicted the metastasis-free survival rate (*P *= 0.009), with the high RMI value associated with a better disease course than the low RMI value was (Fig. 4).

**Table 2:** Cox multivariate regression analysis of survival according to clinical factors in the primary breast cancer data sets used.

	**Miller et al**. [27]			**Wang et al**. [28]			**van 't Veer et al**. [29]		
**Factor**	**HR**	**95% CI**	***P***	**HR**	**95% CI**	***P***	**HR**	**95% CI**	***P***

RMI	0.03^a^	0.00-0.69	0.029	0.27	0.10-0.71	0.008	0.23	NS	0.28

LN status (negative versus positive)	2.74	1.50-5.01	0.001						

Tumor size^b^	1.03	1.01-1.06	0.015						

Age^b^	1.01	0.99-1.03	NS						

Grade (low [1 or 2] versus high 3)	1.43	0.90-2.26	NS						

ER status (negative versus positive)	1.44	0.60-3.48	NS	1.07	0.69-1.65	NS	0.57	0.32-1.03	NS

Clinical data and the RMI with relative risk (hazards ratio), confidence interval, and *P *value were fitted to each of the clinical factors.

^a^A coefficient of 0.03 means that the model gives a 97% decrease of the predicted hazard for an increase of 1 unit of RMI.

^b^There was no stratification of the variables, actual values were used in analysis.

HR, hazards ratio; CI, confidence interval; LN, lymph node; NS, not significant; ER, estrogen receptor.

**Figure 2:**
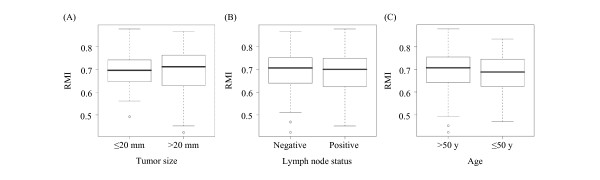
**Lack of correlation of the RMI with prognostic factors for breast cancer in Miller et al. data set **[27]. The nonparametric box plots show interquartile range, horizontal line is mean. The RMI is distributed according to **(A) **tumor size, **(B) **lymph node status, and **(C) **patient age. o, outlier.

**Figure 3:**
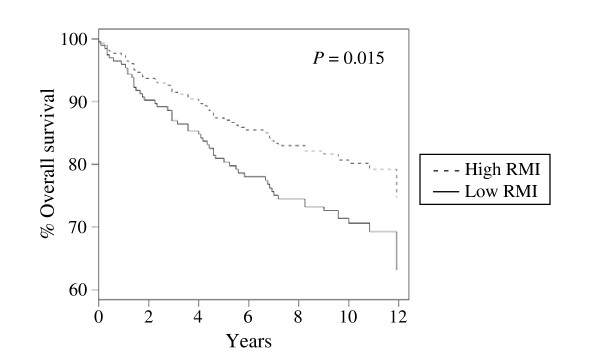
**Overall survival rate according to the RMI in patients with breast cancer in Miller et al. data set **[27]. Overall survival rate based on high and low RMI values were calculated using Cox proportional hazards analysis.

**Figure 4:**
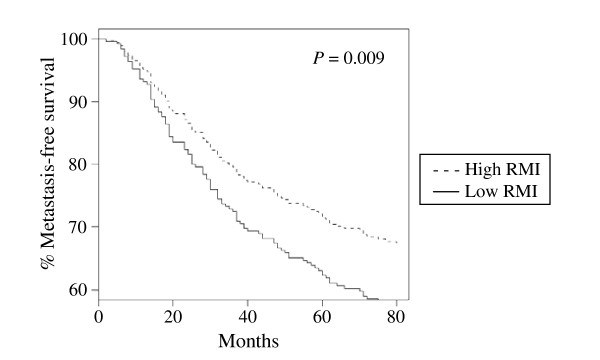
**Metastasis-free survival rate according to the RMI in patients with breast cancer in Wang et al. data set **[28]. Metastasis-free survival rate based on high and low RMI values were calculated using of Cox proportional hazards analysis.

## Discussion

The mTOR pathway is activated in breast cancer and has become a promising target for breast cancer therapy. mTOR activation contributes to the malignant phenotype by increasing protein synthesis, cell proliferation, angiogenesis, and nutrient uptake. Herein we show that the RMI is associated with overall and metastasis-free survival rate in patients with breast cancer. Furthermore, our multivariate analysis showed that the RMI is prognostic for breast cancer. These data indicate that the mTOR pathway is important to breast carcinogenesis.

By identifying human microarray probe sets corresponding to the genes in the three data sets impacted by rapamycin treatment, we identified a rapamycin-regulated gene expression signature that predicts prognosis for breast cancer. Several studies have characterized transcriptional response to treatment using cell culture experiments, whereas others have related *in vitro *experiments with *in vivo *experimental models [20,30]. Gene expression signatures generated in cell lines may be predictive of clinical response, suggesting that despite major differences in tumor microenvironment, at least some key oncogenic signatures are conserved *in vitro *and *in vivo*. Thus, we may be able to effectively use preclinical data to discover clinically relevant biomarkers. Our strategy described above of combining preclinical data obtained in cell culture experiments as well using established xenograft models may generate a robust gene expression signature that may be useful for both *in vitro *and *in vivo *studies. We also applied GSEA and determined the effect of treatment and time *in vivo*. Compared to 1-day treatment, 22-day treatment (time effect) increased the expression of gene sets involved in response to hypoxia and cancer. These findings further support importance of mTOR as a central controller integrating signals coming from separate pathways.

Other researchers have also investigated the effect of treatment with rapamycin and its analogues on gene expression. Gera et al. [31] studied Akt activation and mTOR inhibition by rapamycin in prostate cancer and glioblastoma cell lines *in vitro*. They identified 62 regulated genes and expression of 29 them were upregulated; however, none of these genes were on our RMI list. Majumder et al. [32] used a transgene to produce activated Akt1 in luminal epithelial cells in the ventral murine prostate. A prostatic intraepithelial neoplasia (PIN) phenotype developed in the transgenic mice, which was completely reversed by mTOR inhibition by the rapamycin analogue everolimus (RAD001; Novartis), by inducing apoptosis. They identified 571 genes or ESTs whose expression was altered by Akt expression and mTOR inhibition. Further analysis by using gene set enrichment analysis (GSEA) revealed inactivation of hypoxia inducible factor 1α (HIF-1α) and its target genes, including genes coding enzymes involved in glycolysis pathway, which are all regulated by mTOR. We used our rapamycin-responsive gene set to probe the gene set used in that study and identified only endothelin 1 gene common in both sets. 

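EDN1, the endothelin 1 gene, which encodes a peptide that constricts blood vessels, was higher with rapamycin on its probe set in Table 1 in the cells and in the tumors. It went from 5.04 ± 0.68 (SD, n = 3) with DMSO to 5.95 ± 0.56 (SD, n = 3) with rapamycin in the cells (log2 change 0.91, standard error 0.12, adjusted p = 0.00194 from limma), and the pair differences were 0.75, 1.01 and 0.96. In the tumors it was higher by 0.47 over both times (standard error 0.07, adjusted p = 0.0265), with changes of 0.23 at 1 day (adjusted p = 0.853) and 0.70 at 22 days (adjusted p = 0.011). The second probe set was higher by 1.02 in the cells (adjusted p = 0.00126) and at 0.33 in the tumors (adjusted p = 0.132, not called). The third was higher by 0.67 in the cells (adjusted p = 0.04), a call that ended without replicate 2 (0.247) and without replicate 3 (0.158), and at 0.20 in the tumors (adjusted p = 0.535).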

Interestingly, in our study endothelin 1 gene expression was downregulated whereas in Majumder et al. study upregulated. Besides, rapamycin treatment does not induce apoptosis in breast cancer cell lines [25], thus the downstream effects of rapamycin in these two models may be different. Absence of concordance may not be surprising considering this is a comparison of gene expression in a breast cancer cell line with that of a model of Akt-activated mouse PIN. As stated by Majumder et al., cell lines and xenografts show a more complex genetic background than an Akt-activation model as survival and adaptive events have already taken place. Creighton re-analyzed the Majumder et al. study data and identified "Akt-mTOR-dependent (RAD001-sensitive)" genes, which were higher in human breast tumors having high Akt mRNA [18]. This signature of 101 genes was applied to five publicly available breast cancer databases and high expression of these genes in several datasets were associated with more metastasis, shorter time of disease free survival, ER negative status, higher grade, and increase in tumor size. This was an application of Akt-mTOR signature derived from a mouse model of Akt activation in prostate to human breast cancer showing that the genes were not tissue or model specific. There were no matches between RMI and Akt-mTOR-dependent gene signatures. Also of note, Saal et al. generated an "immunohistochemistry-detectable PTEN loss" signature in breast cancer showing activation of PI3K/Akt signaling pathway [33]. This signature of 246 genes was applied to two established breast cancer datasets and identified metastasis and poor prognosis [33]. There were no matches between RMI and PTEN loss gene signatures. Thus, although we and Creighton, and Saal et al. used different gene expression signatures, all mTOR-regulated gene sets were prognostic for breast cancer, supporting an important role for mTOR in breast cancer. This agrees with the results of studies of the prognostic role of mTOR pathway activation in breast cancer using immunohistochemistry. In a tissue array-based analysis of 285 patients with breast cancer, Bose et al. [13] showed that overexpression of phosphorylated mTOR increased the risk of recurrence threefold. Similarly, using immunohistochemistry, Zhou et al. [34] showed that overexpression of phosphorylated mTOR protein in breast cancer is an indicator of decreased disease-free survival rate, whereas decreased expression of phosphorylated Akt and phosphorylated 4E-BP1, which is an mTOR downstream target, are indicators of increased disease-free survival rate.

Use of microarrays enables simultaneous analysis of thousands of genes in a single step, which leads to identification of groups of genes working in a similar way. Because several genes are involved in the same biological processes, the fact that several gene sets carry prognostic information for cancer and that gene signatures generated in different studies may not overlap is not surprising. Technical differences among the studies contribute to the discrepancy in gene expression data, such as different microarray platforms, probes, RNA-labeling methods, and gene sets [35]. Microarray-based studies of breast cancer usually focus on three main uses of gene expression profiling [36]. First, gene expression profiling may can generate a molecular classification of breast cancer into different subsets according to clinical subtype, such as high versus low grade [37-41]. Second, profiling of genes associated with clinical outcome of patients, such as time to death or relapse, may help clinicians predict risk of failure after surgery [28,29,42,43] and individualize the use of adjuvant therapy based on the predicted risk of relapse. Third, gene expression profiling may be used to predict breast cancer response to specific treatment regimens, which is potentially best studied in the neoadjuvant setting [21,44-46]. A predictive gene signature may be used to identify patients, whose disease will not respond to one drug regimen but will to another regimen, thereby making breast cancer treatment more precise and individualized.

In this study, we applied RMI to independent primary breast cancer data sets to confirm the importance of mTOR signaling in breast cancer biology. We identified a rapamycin-regulated gene signature that is a significant predictor of breast cancer prognosis. For clinical use, identifying rapamycin-mediated gene expression changes in a variety of tumors responsive to mTOR inhibition would be ideal. Although several clinical trials using correlative studies are ongoing, the results have been slow to arrive. The reason for this is that many of these trials are conducted in the metastatic setting, in which accessibility and the relative tumor cellularity of metastatic tumors are limiting, as is the relatively modest objective response rates achieved using single-agent therapy. Thus, identification of oncogenic gene expression signatures in the preclinical setting using well-characterized rapamycin-sensitive cancer models may facilitate discovery of profiles that can then be tested prospectively in the clinic and retrospectively.

Although researchers are actively studying mTOR inhibitors in the treatment of many tumor types in hundreds of clinical trials, which patients will have a response and/or clinically benefit from mTOR inhibition remains unclear. Thus, the need to identify markers of response to mTOR inhibitors for patient selection and pharmacodynamic markers for early response assessment is a pressing one. Further work is needed to determine whether examination of the RMI can identify patients with breast cancer who have baseline activation of mTOR signaling and thus would benefit from treatment with rapamycin or its analogues. It also needs to be determined whether an increase in the RMI in response to treatment to rapamycin may serve as an early indicator of clinical response to mTOR inhibition. Because rapamycin modulates gene expression postranscriptionally [31,47,48], we are also seeking to determine whether incorporation of functional proteomics complements gene expression profiling in identification of patients with breast cancer who have activation of mTOR signaling and monitoring response of breast cancer to therapy.

## Methods

### Cell line and reagents

MDA-MB-468 cells were obtained from the American Type Tissue Culture Collection and cultured in Dulbecco's modified Eagle's medium/F12 medium supplemented with 10% fetal bovine serum at 37°C and humidified in 5% CO_2_. Rapamycin was purchased from LC Laboratories. All other chemicals were purchased from Sigma Chemical Company and Fisher Scientific.

### Cell proliferation assay and dose-effect analysis

To test the effect of rapamycin, 5 × 10^3 ^MDA-MB-468 cells per 100 μL per well were plated in 96-well flat-bottomed plates. After overnight incubation, cells in triplicate wells were treated with rapamycin at various concentrations for 5 days. Cell proliferation was then analyzed by comparing the protein content of rapamycin-treated cells with that of vehicle (dimethyl sulfoxide [DMSO])-treated cells using a sulforhodamine B (SRB) assay. The assay results were assessed using a 96-well plate reader by measuring the absorbance at a wavelength of 570 nm. The IC_50 _of rapamycin was determined based on dose-response curves using the SRB assay with the CalcuSyn software program (Biosoft). Experiments were repeated three times, and the mean IC_50 _values are reported.

### Colony formation assay

MDA-MB-468 cells were plated at a density of 2 × 10^3 ^cells per 60-mm plate in triplicate. After overnight incubation, cells were treated with DMSO or 100 nM rapamycin. Two weeks later, plates were fixed, stained with crystal violet, and scanned, and the cell colonies in the plates were counted using the ImageJ software program (National Institutes of Health).

### Animal studies

All animal studies were conducted according to the guidelines of the American Association of Laboratory Animal Care under an approved protocol. Eight-week-old female athymic nude (*nu/nu*) mice (Harlan Sprague Dawley Inc.) were inoculated with 1.5 × 10^7 ^MDA-MB-468 cells in the mammary fat pad. Thirty days after inoculation, the resulting breast tumor volumes had reached 75-150 mm^3^, and the mice were placed in four experimental groups. The mice in the first and second groups (five per group) received a single injection of DMSO or rapamycin (15 mg/kg) intraperitoneally. The mice in the third and fourth groups (five per group) received weekly injections of DMSO or rapamycin for 3 weeks. The tumors were measured every other day using calipers and the formula 1/2 × a^2 ^× b, in which a is the short axis and b is the long axis. Twenty-four hours after the last injection, the mice were killed using cervical dislocation. Samples of the tumors were collected in RNAlater (Ambion) for RNA extraction.

### Total RNA extraction, amplification, labeling, and hybridization

Total RNA was extracted from MDA-MB-468 cells using TRIzol reagent (Invitrogen) according to the manufacturer's recommendations. Total RNA was also extracted from the breast tumor xenografts described above using an RNeasy kit (Qiagen) following the manufacturer's recommendations. RNA purity and integrity were controlled using a 2100 Bioanalyzer (Agilent Technologies). Total RNA was extracted from three separate MDA-MB-468 cell culture plates or breast tumor samples for each treatment condition, as described above, generating 18 RNA-extraction experiments (6 with MDA-MB-468 cell line and 12 with xenograft samples).

Microarray hybridization analysis was performed according to the protocol described in the Affymetrix Expression Analysis Technical Manual. Briefly, 5 μg of total RNA extracted from cell culture or xenograft was reverse-transcribed and amplified. The RNA was labeled using the BioArray high-yield RNA transcript labeling kit (Enzo Biochem Inc.) following the manufacturer's recommendations. Biotin-labeled cRNA was purified, quantified, and fragmented. Hybridization and scanning were performed at The University of Texas M. D. Anderson Cancer Center Microarray Core Facility. Fifteen micrograms of labeled cRNA was then hybridized to Affymetrix Human Genome U133 (HG-U133) Plus 2.0 chips (Affymetrix, Inc.). The chips were washed and stained according to the Affymetrix Expression Analysis Technical Manual.

### Microarray gene expression analysis

All data preprocessing and statistical analyses were performed in R software. As part of standard quality control analysis, the .CEL files were quantified using the MAS5 algorithm. The probe intensities were processed using a position-dependent nearest neighbor (PDNN) model to estimate gene expression values [49]. Array images, markers bar plot, box plot, and sample cluster figures were generated to confirm the data quality. Paired and unpaired Student *t*-tests were used to determine the effect of rapamycin in our cell culture study and animal study, respectively. T statistics, fold change, and *P *values were computed for all probe sets separately. A beta-uniform mixture analysis was performed to assess statistical significance and control the false-discovery rate (FDR) [50].

### Independent data sets

Publicly available primary breast cancer data sets described by Miller et al. [27], van 't Veer et al. [29], and Wang et al. [28] were used in this study.

### Statistical analysis

For *in vitro *and *in vivo *studies, treatment groups of mice were compared using the Student *t*-test. Rapamycin metagene index is calculated as the mean of the log-expression values of 29 genes (represented by 31 probe sets). A Cox proportional hazards model was used to examine whether the (RMI) is an independent prognostic factor for breast cancer. To show the association of RMI with survival, Cox regression analysis of the samples that have "high" (>75th percentile) and "low" (<25th percentile) RMI values was performed. Traditional proportional hazards analysis was established and quantified the prognostic relevance of clinical and biological factors, including lymph node status, tumor size, age, grade, and estrogen receptor status, to the RMI using traditional proportional hazards analysis. The Wilcoxon rank test was used to determine how clinical factors were correlated with the high and low RMI values. All *P *values were two-sided, and *P *values less than 0.05 were considered significant.

## Competing interests

Research funding for clinical trials: Abraxis, Novartis, Merck, (Meric-Bernstam), Honorarium: Novartis (Meric-Bernstam). The other authors declare that they have no competing interests.

## Authors' contributions

FMB designed the experiments. AA performed the experimental work. AA and FMB wrote the manuscript. ST and LZ analyzed the microarray data and helped draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Gene set enrichment analysis of *in vivo *data, methods**. Explanation of analysis and interpretation of the data. Click here for file

Additional file 2 **Gene set enrichment analysis of *in vivo *data, time series**. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder. Click here for file

Additional file 3 **Gene set enrichment analysis of *in vivo *data, treatment series**. The data provided represent the treatment series of GSEA. This compressed file contains "Treatment" shortcut file and "GSEA_treatment" folder. Clicking on "Treatment" shortcut opens the index file providing access to analysis files contained in the "GSEA_treatment" folder. Click here for file

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 1 — Gene set enrichment analysis of in vivo data, methods. Explanation of analysis and interpretation of the data.

**Gene set enrichment analysis (GSEA) methods**

We investigated the effect of treatment (DMSO or rapamycin) and time (1-day or 3-week) and modeled the microarray gene expression as:

Expression = β0 + β1 Treatment + β2 Time + β3 Treatment/Time + error

The model coefficient β3 indicates the interaction effect and there is no statistically significant interaction effect. On the other hand, treatment and time have significant effects on several gene sets. 

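Members of 75 of the supplement's top gene sets could be read in full here, 36 for treatment and 39 for time. These sets, whose names all begin with a digit or a letter from A to G, were tested on the tumor arrays with limma's camera. Top sets with later names were not tested, so the counts below cover only part of the supplement. Among the sets tested, cholesterol biosynthesis moved furthest for treatment, with 1 of 12 measured genes called lower and a mean log2 change of -0.23 (adjusted p = 3.35e-08, and adjusted p = 0.0961 with an estimated correlation). Sets of genes induced by interferon alpha and interferon gamma (DER_IFNA_UP and DER_IFNG_UP) had mean changes of 0.13 and 0.10, with 3 of 60 and 2 of 57 genes called higher (adjusted p = 5.85e-07 and 2.51e-05, and 0.0649 each with an estimated correlation). For time, the citrate cycle set had a mean of -0.14 with 3 of 16 lower (adjusted p = 0.000391, and 0.208 with an estimated correlation), and fatty acid synthesis -0.10 with 3 of 16 lower (0.0329, and 0.208).
Of the 36 treatment sets 35 had the direction of the paper's score here, and of the 39 time sets all 39 did. Of 15 treatment sets that the paper scores positive, 12 were called higher and none lower, and of 21 negative ones 7 were called lower and none higher. For time, 12 of 15 positive sets were called higher and 16 of 24 negative sets lower, with none the other way. None of the sets passed with an estimated correlation (smallest adjusted p = 0.0649 for treatment and 0.0724 for time). The supplement chose these sets on the same arrays, so their directions are not independent evidence.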

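The coefficients β1 and β2 measure, for each probe set, the difference between rapamycin and DMSO and between the 22-day and 1-day tumors. A gene set with a positive score therefore has many members near the end of the ranked list that is higher with rapamycin, or higher at 22 days. The supplement prints these coefficients for the members of its top sets. They follow the differences computed here with a slope that depends on the level, which for treatment was 0.86 in the dimmest of 4 groups of genes by mean level, then 1.17 and 1.52, and 1.69 in the brightest. Differences of bright probe sets are therefore smaller here than in the supplement, so the deposited xenograft values appear not to be those behind its coefficients, and the tumor counts given here beside the paper's are counts from the deposited values. For 331 genes with a single probe set on the array, the treatment coefficient and the difference computed here as an average over both times had a Pearson correlation of 0.935 across genes, which are not independent replicates, against 0.706 for the difference at 1 day alone. For the time coefficient and 539 such genes it was 0.91 for the average over both agents and 0.833 for the DMSO groups alone.
Where a gene has several probe sets, the printed coefficient lay within 0.05 of the largest of the probe sets' differences for 257 of 572 genes for treatment, and of that of the brightest probe set for 126. With the largest difference taken for each gene, 62.0% of 19775 genes had a treatment difference above 0, and 48.4% with the brightest probe set.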

For the GSEA we used the values of the β1 and β2 coefficients for all genes. A positive value of β1 means that when rapamycin group has higher mean expression than DMSO group. Similarly, positive β2 means that the 3-week group has higher mean expression than the 1-day group.

We applied GSEA for Treatment and Time effects. The starting point is a list (L) of probe sets ranked by the appropriate linear model coefficient (β1 or β2). Given an a priori defined set of genes (e.g., genes encoding products in a pathway), GSEA determines whether the members of S are randomly distributed within the ordered list of genes L or found mostly at the top of bottom of L. It is expected that the interesting gene sets S will be the ones exhibiting the latter distribution. For this project, we used a curated database of 1687 gene sets; it can be downloaded at <ftp://ftp.broad.mit.edu/pub/gsea/gene_sets/c2.v2.symbols.gmt>.

GSEA has three steps:

- **Computation of an Enrichment Score.** The enrichment score (ES) reflects the degree to which a set S is overrepresented at the top or bottom of the list L.
- **Significance level estimation of ES.** A nominal p-value is computed by performing 1000 permutations to arrive to an estimation of the null distribution of ES.
- **Adjustment for multiple testing.**  A Normalized Enrichment Score is computed (NES). A False Discovery Rate is computed for all sets S. The FDR is the estimated probability that a set with a given NES represents a false positive finding.

The data is presented in GSEA_time.zip and GSEA_treatment.zip files. In each .zip file, there is a shortcut named “Time” and “Treatment,”respectively. Clicking on “Time” and “Treatment” files opens the analysis files. The figures in the directory correspond to the top 50 gene sets with an overabundance of genes at the top of the gene list (large positive values) and similarly the top 50 gene sets corresponding to the bottom of the gene list (large negative values). Positive values mean rapamycin is greater than DMSO for the treatment analysis and 3-week is greater than 1-day for the time analysis. For negative values, it is the opposite. Gene sets showing overabundance of genes with high positive values, are listed under “na_pos” heading and high negative values are listed under “na_neg” heading.

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set ADIPOCYTE\_PPARG\_UP[GSEA]

|  || Dataset | gsea\_time\_collapsed |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na\_neg |
| GeneSet | ADIPOCYTE\_PPARG\_UP |
| Enrichment Score (ES) | -0.63639796 |
| Normalized Enrichment Score (NES) | -1.9233725 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.059729166 |
| FWER p-Value | 0.171 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: ADIPOCYTE\_PPARG\_UP      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

| PROBE | GENE SYMBOL | GENE\_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT || 1 | ABP1 |  |  | 513 | 0.529 | 0.1501 | No |
| 2 | ACSL4 |  |  | 5038 | 0.136 | -0.0246 | No |
| 3 | LIPE |  |  | 10357 | 0.037 | -0.2708 | No |
| 4 | AGT |  |  | 12350 | 0.009 | -0.3646 | No |
| 5 | ADRB3 |  |  | 13897 | -0.014 | -0.4349 | No |
| 6 | RETN |  |  | 14391 | -0.022 | -0.4517 | No |
| 7 | ADIPOQ |  |  | 16202 | -0.053 | -0.5221 | No |
| 8 | GAPDH |  |  | 16748 | -0.064 | -0.5272 | No |
| 9 | CFD |  |  | 17896 | -0.096 | -0.5513 | No |
| 10 | AEBP1 |  |  | 19650 | -0.194 | -0.5721 | Yes |
| 11 | PPARG |  |  | 19907 | -0.226 | -0.5097 | Yes |
| 12 | PC |  |  | 20000 | -0.241 | -0.4344 | Yes |
| 13 | NR1H3 |  |  | 20189 | -0.291 | -0.3472 | Yes |
| 14 | CEBPA |  |  | 20197 | -0.295 | -0.2499 | Yes |
| 15 | FASN |  |  | 20596 | -0.815 | 0.0004 | Yes |
Table: GSEA details [plain text format]

  

Fig 2: ADIPOCYTE\_PPARG\_UP: Random ES distribution      
 Gene set null distribution of ES for **ADIPOCYTE\_PPARG\_UP**

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set ADIP\_DIFF\_CLUSTER3[GSEA]

|  || Dataset | gsea\_time\_collapsed |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na\_neg |
| GeneSet | ADIP\_DIFF\_CLUSTER3 |
| Enrichment Score (ES) | -0.3245248 |
| Normalized Enrichment Score (NES) | -1.2095349 |
| Nominal p-value | 0.16239317 |
| FDR q-value | 0.39729732 |
| FWER p-Value | 1.0 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: ADIP\_DIFF\_CLUSTER3      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

| PROBE | GENE SYMBOL | GENE\_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT || 1 | SLC16A1 |  |  | 187 | 0.746 | 0.1044 | No |
| 2 | CD44 |  |  | 641 | 0.487 | 0.1565 | No |
| 3 | PPP1R2 |  |  | 1183 | 0.374 | 0.1871 | No |
| 4 | KLF5 |  |  | 1827 | 0.298 | 0.2011 | No |
| 5 | RCL1 |  |  | 3507 | 0.193 | 0.1489 | No |
| 6 | TIAM1 |  |  | 4045 | 0.172 | 0.1489 | No |
| 7 | FOSL1 |  |  | 4191 | 0.165 | 0.1669 | No |
| 8 | VDR |  |  | 4278 | 0.162 | 0.1874 | No |
| 9 | SAMHD1 |  |  | 4537 | 0.153 | 0.1981 | No |
| 10 | TOP1 |  |  | 4714 | 0.147 | 0.2119 | No |
| 11 | SLC23A2 |  |  | 4745 | 0.146 | 0.2326 | No |
| 12 | XPO1 |  |  | 5413 | 0.126 | 0.2193 | No |
| 13 | PRDX6 |  |  | 6003 | 0.113 | 0.2079 | No |
| 14 | UAP1 |  |  | 6117 | 0.110 | 0.2191 | No |
| 15 | UCP2 |  |  | 6887 | 0.093 | 0.1959 | No |
| 16 | RRAS2 |  |  | 7000 | 0.091 | 0.2044 | No |
| 17 | IL1RL1 |  |  | 7320 | 0.085 | 0.2018 | No |
| 18 | PRR5 |  |  | 9216 | 0.054 | 0.1179 | No |
| 19 | EREG |  |  | 9524 | 0.049 | 0.1105 | No |
| 20 | PLAC8 |  |  | 9590 | 0.048 | 0.1146 | No |
| 21 | BCL3 |  |  | 10515 | 0.034 | 0.0749 | No |
| 22 | SLC7A6 |  |  | 11130 | 0.026 | 0.0490 | No |
| 23 | TUBB2C |  |  | 13311 | -0.006 | -0.0561 | No |
| 24 | GSTO1 |  |  | 13515 | -0.009 | -0.0646 | No |
| 25 | TSC22D3 |  |  | 16172 | -0.052 | -0.1858 | No |
| 26 | ITGA5 |  |  | 18655 | -0.124 | -0.2876 | No |
| 27 | TEAD4 |  |  | 19054 | -0.144 | -0.2850 | No |
| 28 | SRXN1 |  |  | 19868 | -0.220 | -0.2910 | Yes |
| 29 | PPA1 |  |  | 19945 | -0.231 | -0.2595 | Yes |
| 30 | CEBPB |  |  | 20318 | -0.341 | -0.2258 | Yes |
| 31 | SCD |  |  | 20439 | -0.416 | -0.1683 | Yes |
| 32 | POR |  |  | 20501 | -0.476 | -0.0989 | Yes |
| 33 | HSPH1 |  |  | 20585 | -0.683 | 0.0010 | Yes |
Table: GSEA details [plain text format]

  

Fig 2: ADIP\_DIFF\_CLUSTER3: Random ES distribution      
 Gene set null distribution of ES for **ADIP\_DIFF\_CLUSTER3**

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set ADIP\_DIFF\_CLUSTER4[GSEA]

|  || Dataset | gsea\_time\_collapsed |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na\_neg |
| GeneSet | ADIP\_DIFF\_CLUSTER4 |
| Enrichment Score (ES) | -0.38640928 |
| Normalized Enrichment Score (NES) | -1.3810109 |
| Nominal p-value | 0.030612245 |
| FDR q-value | 0.28227943 |
| FWER p-Value | 1.0 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: ADIP\_DIFF\_CLUSTER4      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

| PROBE | GENE SYMBOL | GENE\_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT || 1 | SERPINA3 |  |  | 116 | 0.874 | 0.1208 | No |
| 2 | CDCA7 |  |  | 387 | 0.591 | 0.1932 | No |
| 3 | HELLS |  |  | 1882 | 0.293 | 0.1631 | No |
| 4 | DUT |  |  | 1960 | 0.287 | 0.2009 | No |
| 5 | ABCF2 |  |  | 2590 | 0.242 | 0.2053 | No |
| 6 | SNX5 |  |  | 4174 | 0.166 | 0.1524 | No |
| 7 | CSPG2 |  |  | 4202 | 0.164 | 0.1749 | No |
| 8 | MCM5 |  |  | 4893 | 0.141 | 0.1617 | No |
| 9 | NAP1L4 |  |  | 5164 | 0.133 | 0.1678 | No |
| 10 | RAD51 |  |  | 5681 | 0.120 | 0.1601 | No |
| 11 | DNMT1 |  |  | 5950 | 0.114 | 0.1635 | No |
| 12 | SMC2 |  |  | 6113 | 0.110 | 0.1716 | No |
| 13 | INTS2 |  |  | 6876 | 0.094 | 0.1481 | No |
| 14 | PRPS1 |  |  | 7885 | 0.075 | 0.1099 | No |
| 15 | MCM6 |  |  | 8047 | 0.072 | 0.1125 | No |
| 16 | DDX21 |  |  | 8438 | 0.066 | 0.1031 | No |
| 17 | HMGA1 |  |  | 9145 | 0.055 | 0.0767 | No |
| 18 | RRM2 |  |  | 9889 | 0.044 | 0.0469 | No |
| 19 | ECM1 |  |  | 9997 | 0.042 | 0.0478 | No |
| 20 | HMGB2 |  |  | 13259 | -0.005 | -0.1100 | No |
| 21 | POLA2 |  |  | 13786 | -0.013 | -0.1338 | No |
| 22 | MCM4 |  |  | 14787 | -0.028 | -0.1783 | No |
| 23 | CHAF1B |  |  | 16046 | -0.049 | -0.2323 | No |
| 24 | ASS1 |  |  | 19217 | -0.154 | -0.3641 | Yes |
| 25 | MCM7 |  |  | 19264 | -0.157 | -0.3435 | Yes |
| 26 | ABCF1 |  |  | 19432 | -0.172 | -0.3267 | Yes |
| 27 | GRWD1 |  |  | 19478 | -0.176 | -0.3034 | Yes |
| 28 | FEN1 |  |  | 19563 | -0.185 | -0.2807 | Yes |
| 29 | HAT1 |  |  | 19839 | -0.217 | -0.2626 | Yes |
| 30 | IFRD2 |  |  | 20050 | -0.253 | -0.2361 | Yes |
| 31 | CDC6 |  |  | 20126 | -0.270 | -0.2007 | Yes |
| 32 | MRPL18 |  |  | 20450 | -0.425 | -0.1549 | Yes |
| 33 | ASF1B |  |  | 20451 | -0.427 | -0.0932 | Yes |
| 34 | POLD1 |  |  | 20588 | -0.695 | 0.0008 | Yes |
Table: GSEA details [plain text format]

  

Fig 2: ADIP\_DIFF\_CLUSTER4: Random ES distribution      
 Gene set null distribution of ES for **ADIP\_DIFF\_CLUSTER4**

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set AGED\_MOUSE\_HYPOTH\_DN[GSEA]

|  || Dataset | gsea\_time\_collapsed |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na\_neg |
| GeneSet | AGED\_MOUSE\_HYPOTH\_DN |
| Enrichment Score (ES) | -0.33465272 |
| Normalized Enrichment Score (NES) | -1.2323091 |
| Nominal p-value | 0.13207547 |
| FDR q-value | 0.38499293 |
| FWER p-Value | 1.0 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: AGED\_MOUSE\_HYPOTH\_DN      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

| PROBE | GENE SYMBOL | GENE\_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT || 1 | VSNL1 |  |  | 200 | 0.725 | 0.0889 | No |
| 2 | KIF5B |  |  | 1377 | 0.343 | 0.0784 | No |
| 3 | RAB18 |  |  | 2304 | 0.261 | 0.0689 | No |
| 4 | DHX30 |  |  | 2307 | 0.261 | 0.1044 | No |
| 5 | ATP6V1E1 |  |  | 2387 | 0.256 | 0.1354 | No |
| 6 | APOE |  |  | 2558 | 0.244 | 0.1603 | No |
| 7 | VTI1B |  |  | 2939 | 0.222 | 0.1721 | No |
| 8 | CAMK2G |  |  | 3156 | 0.211 | 0.1903 | No |
| 9 | ATP9A |  |  | 3395 | 0.200 | 0.2059 | No |
| 10 | EEF1A1 |  |  | 3506 | 0.194 | 0.2269 | No |
| 11 | CANX |  |  | 3877 | 0.179 | 0.2333 | No |
| 12 | SARS |  |  | 4111 | 0.168 | 0.2448 | No |
| 13 | PRKACB |  |  | 5252 | 0.130 | 0.2072 | No |
| 14 | ATP2A2 |  |  | 5878 | 0.115 | 0.1925 | No |
| 15 | DNAJA2 |  |  | 6671 | 0.098 | 0.1673 | No |
| 16 | GPX4 |  |  | 6841 | 0.094 | 0.1719 | No |
| 17 | EPAS1 |  |  | 7386 | 0.084 | 0.1569 | No |
| 18 | MGAT2 |  |  | 7657 | 0.079 | 0.1545 | No |
| 19 | MAGED1 |  |  | 7658 | 0.079 | 0.1652 | No |
| 20 | PTGDS |  |  | 9300 | 0.052 | 0.0925 | No |
| 21 | UBC |  |  | 11289 | 0.024 | -0.0009 | No |
| 22 | GRIA1 |  |  | 13784 | -0.013 | -0.1205 | No |
| 23 | ACHE |  |  | 13844 | -0.013 | -0.1215 | No |
| 24 | DNM1 |  |  | 14187 | -0.019 | -0.1356 | No |
| 25 | ATP6V0C |  |  | 14287 | -0.020 | -0.1376 | No |
| 26 | DLG4 |  |  | 14433 | -0.023 | -0.1416 | No |
| 27 | EPRS |  |  | 16116 | -0.050 | -0.2165 | No |
| 28 | GNAI2 |  |  | 17163 | -0.074 | -0.2573 | No |
| 29 | FSTL1 |  |  | 18675 | -0.125 | -0.3138 | Yes |
| 30 | GDI1 |  |  | 18974 | -0.139 | -0.3093 | Yes |
| 31 | CS |  |  | 19240 | -0.156 | -0.3010 | Yes |
| 32 | AP2M1 |  |  | 19933 | -0.229 | -0.3034 | Yes |
| 33 | DDB1 |  |  | 20231 | -0.305 | -0.2763 | Yes |
| 34 | PPP2R1A |  |  | 20299 | -0.333 | -0.2343 | Yes |
| 35 | STIP1 |  |  | 20368 | -0.365 | -0.1880 | Yes |
| 36 | ACO2 |  |  | 20483 | -0.453 | -0.1318 | Yes |
| 37 | ATP6AP1 |  |  | 20522 | -0.502 | -0.0654 | Yes |
| 38 | PLD3 |  |  | 20528 | -0.510 | 0.0037 | Yes |
Table: GSEA details [plain text format]

  

Fig 2: AGED\_MOUSE\_HYPOTH\_DN: Random ES distribution      
 Gene set null distribution of ES for **AGED\_MOUSE\_HYPOTH\_DN**

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set AGUIRRE\_PANCREAS\_CHR19[GSEA]

|  || Dataset | gsea\_time\_collapsed |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na\_neg |
| GeneSet | AGUIRRE\_PANCREAS\_CHR19 |
| Enrichment Score (ES) | -0.32247052 |
| Normalized Enrichment Score (NES) | -1.3768523 |
| Nominal p-value | 0.025 |
| FDR q-value | 0.27938175 |
| FWER p-Value | 1.0 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: AGUIRRE\_PANCREAS\_CHR19      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

Table: GSEA details [plain text format]

  

Fig 2: AGUIRRE\_PANCREAS\_CHR19: Random ES distribution      
 Gene set null distribution of ES for **AGUIRRE\_PANCREAS\_CHR19**

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set ALANINE\_AND\_ASPARTATE\_METABOLISM[GSEA]

|  || Dataset | gsea\_time\_collapsed |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na\_neg |
| GeneSet | ALANINE\_AND\_ASPARTATE\_METABOLISM |
| Enrichment Score (ES) | -0.5127737 |
| Normalized Enrichment Score (NES) | -1.6933725 |
| Nominal p-value | 0.0058139535 |
| FDR q-value | 0.12569165 |
| FWER p-Value | 0.686 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: ALANINE\_AND\_ASPARTATE\_METABOLISM      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

| PROBE | GENE SYMBOL | GENE\_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT || 1 | NARS |  |  | 1891 | 0.293 | 0.0388 | No |
| 2 | DDO |  |  | 4767 | 0.145 | -0.0361 | No |
| 3 | DARS |  |  | 5532 | 0.123 | -0.0184 | No |
| 4 | CRAT |  |  | 9301 | 0.052 | -0.1781 | No |
| 5 | ABAT |  |  | 10578 | 0.034 | -0.2251 | No |
| 6 | GPT |  |  | 10681 | 0.032 | -0.2159 | No |
| 7 | ASNS |  |  | 11419 | 0.022 | -0.2420 | No |
| 8 | ADSS |  |  | 11451 | 0.021 | -0.2341 | No |
| 9 | AGXT2 |  |  | 11739 | 0.017 | -0.2403 | No |
| 10 | GAD1 |  |  | 12033 | 0.013 | -0.2486 | No |
| 11 | GOT1 |  |  | 12172 | 0.012 | -0.2501 | No |
| 12 | ASPA |  |  | 12334 | 0.009 | -0.2539 | No |
| 13 | GAD2 |  |  | 13202 | -0.004 | -0.2941 | No |
| 14 | AGXT |  |  | 14000 | -0.016 | -0.3257 | No |
| 15 | CAD |  |  | 15550 | -0.040 | -0.3830 | No |
| 16 | ADSL |  |  | 17001 | -0.070 | -0.4223 | No |
| 17 | ASL |  |  | 18610 | -0.122 | -0.4460 | Yes |
| 18 | GOT2 |  |  | 19985 | -0.238 | -0.4067 | Yes |
| 19 | PC |  |  | 20000 | -0.241 | -0.3000 | Yes |
| 20 | GPT2 |  |  | 20293 | -0.330 | -0.1672 | Yes |
| 21 | AARS |  |  | 20430 | -0.409 | 0.0085 | Yes |
Table: GSEA details [plain text format]

  

Fig 2: ALANINE\_AND\_ASPARTATE\_METABOLISM: Random ES distribution      
 Gene set null distribution of ES for **ALANINE\_AND\_ASPARTATE\_METABOLISM**

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set AS3\_FIBRO\_C4[GSEA]

|  || Dataset | gsea\_time\_collapsed |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na\_pos |
| GeneSet | AS3\_FIBRO\_C4 |
| Enrichment Score (ES) | 0.7792629 |
| Normalized Enrichment Score (NES) | 1.8177482 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.0046953503 |
| FWER p-Value | 0.124 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: AS3\_FIBRO\_C4      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

| PROBE | GENE SYMBOL | GENE\_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT || 1 | IL8 |  |  | 13 | 1.561 | 0.2541 | Yes |
| 2 | EGFR |  |  | 42 | 1.173 | 0.4441 | Yes |
| 3 | ETV6 |  |  | 467 | 0.546 | 0.5126 | Yes |
| 4 | EIF4E |  |  | 1263 | 0.361 | 0.5328 | Yes |
| 5 | NCK1 |  |  | 1399 | 0.341 | 0.5819 | Yes |
| 6 | JUN |  |  | 1522 | 0.326 | 0.6292 | Yes |
| 7 | MYCN |  |  | 1784 | 0.301 | 0.6655 | Yes |
| 8 | F11R |  |  | 2357 | 0.258 | 0.6798 | Yes |
| 9 | CDC42 |  |  | 2404 | 0.255 | 0.7192 | Yes |
| 10 | NPAT |  |  | 2672 | 0.238 | 0.7450 | Yes |
| 11 | MAP3K8 |  |  | 2810 | 0.229 | 0.7757 | Yes |
| 12 | GRB2 |  |  | 3407 | 0.199 | 0.7793 | Yes |
| 13 | CRADD |  |  | 9849 | 0.044 | 0.4736 | No |
| 14 | KRT8 |  |  | 10286 | 0.038 | 0.4586 | No |
| 15 | NR2F6 |  |  | 12512 | 0.006 | 0.3515 | No |
| 16 | TAPBP |  |  | 16473 | -0.059 | 0.1687 | No |
| 17 | RAB3A |  |  | 17092 | -0.072 | 0.1505 | No |
| 18 | ELK1 |  |  | 18632 | -0.123 | 0.0958 | No |
Table: GSEA details [plain text format]

  

Fig 2: AS3\_FIBRO\_C4: Random ES distribution      
 Gene set null distribution of ES for **AS3\_FIBRO\_C4**

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set AS3\_FIBRO\_DN[GSEA]

|  || Dataset | gsea\_time\_collapsed |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na\_pos |
| GeneSet | AS3\_FIBRO\_DN |
| Enrichment Score (ES) | 0.7077559 |
| Normalized Enrichment Score (NES) | 1.8302349 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.0051166983 |
| FWER p-Value | 0.097 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: AS3\_FIBRO\_DN      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

| PROBE | GENE SYMBOL | GENE\_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT || 1 | CCL2 |  |  | 11 | 1.629 | 0.1557 | Yes |
| 2 | IL8 |  |  | 13 | 1.561 | 0.3054 | Yes |
| 3 | EGFR |  |  | 42 | 1.173 | 0.4165 | Yes |
| 4 | CXCL2 |  |  | 203 | 0.723 | 0.4780 | Yes |
| 5 | PLAU |  |  | 302 | 0.647 | 0.5353 | Yes |
| 6 | ETV6 |  |  | 467 | 0.546 | 0.5797 | Yes |
| 7 | EIF4E |  |  | 1263 | 0.361 | 0.5756 | Yes |
| 8 | NCK1 |  |  | 1399 | 0.341 | 0.6017 | Yes |
| 9 | JUN |  |  | 1522 | 0.326 | 0.6271 | Yes |
| 10 | MYCN |  |  | 1784 | 0.301 | 0.6432 | Yes |
| 11 | F11R |  |  | 2357 | 0.258 | 0.6401 | Yes |
| 12 | CDC42 |  |  | 2404 | 0.255 | 0.6623 | Yes |
| 13 | NPAT |  |  | 2672 | 0.238 | 0.6721 | Yes |
| 14 | MAP3K8 |  |  | 2810 | 0.229 | 0.6875 | Yes |
| 15 | PGF |  |  | 2843 | 0.228 | 0.7078 | Yes |
| 16 | GRB2 |  |  | 3407 | 0.199 | 0.6995 | No |
| 17 | PML |  |  | 4606 | 0.151 | 0.6557 | No |
| 18 | CXCL1 |  |  | 5663 | 0.120 | 0.6159 | No |
| 19 | DARC |  |  | 6447 | 0.102 | 0.5877 | No |
| 20 | TNFAIP6 |  |  | 6873 | 0.094 | 0.5760 | No |
| 21 | EGR1 |  |  | 8018 | 0.072 | 0.5273 | No |
| 22 | CRADD |  |  | 9849 | 0.044 | 0.4426 | No |
| 23 | KRT8 |  |  | 10286 | 0.038 | 0.4250 | No |
| 24 | NR2F6 |  |  | 12512 | 0.006 | 0.3175 | No |
| 25 | JUNB |  |  | 13719 | -0.012 | 0.2600 | No |
| 26 | TAPBP |  |  | 16473 | -0.059 | 0.1318 | No |
| 27 | RAB3A |  |  | 17092 | -0.072 | 0.1087 | No |
| 28 | L1CAM |  |  | 18518 | -0.118 | 0.0507 | No |
| 29 | ELK1 |  |  | 18632 | -0.123 | 0.0570 | No |
| 30 | MAP2K1 |  |  | 19255 | -0.157 | 0.0418 | No |
| 31 | CRABP2 |  |  | 20027 | -0.248 | 0.0281 | No |
Table: GSEA details [plain text format]

  

Fig 2: AS3\_FIBRO\_DN: Random ES distribution      
 Gene set null distribution of ES for **AS3\_FIBRO\_DN**

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set ASTON\_DEPRESSION\_UP[GSEA]

|  || Dataset | gsea\_time\_collapsed |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na\_pos |
| GeneSet | ASTON\_DEPRESSION\_UP |
| Enrichment Score (ES) | 0.67052335 |
| Normalized Enrichment Score (NES) | 1.8224299 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.004805881 |
| FWER p-Value | 0.11 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: ASTON\_DEPRESSION\_UP      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

| PROBE | GENE SYMBOL | GENE\_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT || 1 | IGFBP7 |  |  | 2 | 2.165 | 0.1845 | Yes |
| 2 | CALD1 |  |  | 72 | 0.980 | 0.2647 | Yes |
| 3 | SAMD4A |  |  | 298 | 0.650 | 0.3092 | Yes |
| 4 | TPM2 |  |  | 322 | 0.628 | 0.3616 | Yes |
| 5 | ZNF529 |  |  | 406 | 0.579 | 0.4069 | Yes |
| 6 | CUGBP2 |  |  | 577 | 0.506 | 0.4418 | Yes |
| 7 | PLAGL1 |  |  | 814 | 0.441 | 0.4679 | Yes |
| 8 | RAB2 |  |  | 821 | 0.441 | 0.5052 | Yes |
| 9 | SCP2 |  |  | 896 | 0.424 | 0.5378 | Yes |
| 10 | KIAA0828 |  |  | 1511 | 0.327 | 0.5358 | Yes |
| 11 | JUN |  |  | 1522 | 0.326 | 0.5631 | Yes |
| 12 | C20ORF111 |  |  | 1564 | 0.321 | 0.5885 | Yes |
| 13 | BCL11A |  |  | 1715 | 0.307 | 0.6074 | Yes |
| 14 | MTCP1 |  |  | 1795 | 0.300 | 0.6291 | Yes |
| 15 | DOPEY1 |  |  | 1945 | 0.289 | 0.6465 | Yes |
| 16 | ZNF423 |  |  | 1956 | 0.288 | 0.6705 | Yes |
| 17 | APC |  |  | 2450 | 0.251 | 0.6679 | No |
| 18 | REV3L |  |  | 3016 | 0.219 | 0.6591 | No |
| 19 | TSC1 |  |  | 3760 | 0.184 | 0.6387 | No |
| 20 | DGCR5 |  |  | 3815 | 0.182 | 0.6516 | No |
| 21 | ACD |  |  | 4487 | 0.155 | 0.6321 | No |
| 22 | LTBP1 |  |  | 4628 | 0.150 | 0.6381 | No |
| 23 | OSBPL2 |  |  | 4919 | 0.140 | 0.6359 | No |
| 24 | DLGAP1 |  |  | 5871 | 0.116 | 0.5995 | No |
| 25 | PPFIA4 |  |  | 5910 | 0.115 | 0.6075 | No |
| 26 | ANKRD6 |  |  | 6987 | 0.091 | 0.5629 | No |
| 27 | PTHR1 |  |  | 8030 | 0.072 | 0.5184 | No |
| 28 | CEP250 |  |  | 9151 | 0.055 | 0.4686 | No |
| 29 | DKFZP761N09121 |  |  | 9233 | 0.053 | 0.4692 | No |
| 30 | KAL1 |  |  | 9393 | 0.051 | 0.4658 | No |
| 31 | PENK |  |  | 10538 | 0.034 | 0.4131 | No |
| 32 | HEXA |  |  | 10641 | 0.033 | 0.4109 | No |
| 33 | LOC283824 |  |  | 11681 | 0.018 | 0.3619 | No |
| 34 | GREB1 |  |  | 11903 | 0.015 | 0.3525 | No |
| 35 | TTR |  |  | 11962 | 0.014 | 0.3509 | No |
| 36 | PTPRT |  |  | 12689 | 0.003 | 0.3158 | No |
| 37 | CCKBR |  |  | 12740 | 0.002 | 0.3136 | No |
| 38 | TBC1D1 |  |  | 13646 | -0.011 | 0.2705 | No |
| 39 | GSTM3 |  |  | 15317 | -0.037 | 0.1924 | No |
| 40 | TNFRSF25 |  |  | 15558 | -0.040 | 0.1842 | No |
| 41 | MN1 |  |  | 16342 | -0.056 | 0.1508 | No |
| 42 | COMP |  |  | 16365 | -0.056 | 0.1546 | No |
| 43 | DDX23 |  |  | 19513 | -0.180 | 0.0168 | No |
| 44 | MTHFD2 |  |  | 19664 | -0.196 | 0.0263 | No |
| 45 | CTNNAL1 |  |  | 19916 | -0.228 | 0.0335 | No |
Table: GSEA details [plain text format]

  

Fig 2: ASTON\_DEPRESSION\_UP: Random ES distribution      
 Gene set null distribution of ES for **ASTON\_DEPRESSION\_UP**

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set BAF57\_BT549\_DN[GSEA]

|  || Dataset | gsea\_time\_collapsed |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na\_pos |
| GeneSet | BAF57\_BT549\_DN |
| Enrichment Score (ES) | 0.5676399 |
| Normalized Enrichment Score (NES) | 1.7439458 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.012881016 |
| FWER p-Value | 0.426 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: BAF57\_BT549\_DN      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

Table: GSEA details [plain text format]

  

Fig 2: BAF57\_BT549\_DN: Random ES distribution      
 Gene set null distribution of ES for **BAF57\_BT549\_DN**

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set BCNU\_GLIOMA\_NOMGMT\_48HRS\_DN[GSEA]

|  || Dataset | gsea\_time\_collapsed |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na\_neg |
| GeneSet | BCNU\_GLIOMA\_NOMGMT\_48HRS\_DN |
| Enrichment Score (ES) | -0.6349945 |
| Normalized Enrichment Score (NES) | -2.2832623 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.004775718 |
| FWER p-Value | 0.0050 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: BCNU\_GLIOMA\_NOMGMT\_48HRS\_DN      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

| PROBE | GENE SYMBOL | GENE\_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT || 1 | FBN1 |  |  | 2330 | 0.260 | -0.0621 | No |
| 2 | KRT17 |  |  | 2702 | 0.236 | -0.0337 | No |
| 3 | PMS2L11 |  |  | 5677 | 0.120 | -0.1546 | No |
| 4 | FYN |  |  | 6142 | 0.110 | -0.1556 | No |
| 5 | LOXL1 |  |  | 8180 | 0.070 | -0.2408 | No |
| 6 | WASPIP |  |  | 8373 | 0.067 | -0.2370 | No |
| 7 | LRCH4 |  |  | 8621 | 0.063 | -0.2367 | No |
| 8 | ACTN1 |  |  | 9090 | 0.055 | -0.2485 | No |
| 9 | ATP1A3 |  |  | 10373 | 0.037 | -0.3037 | No |
| 10 | HMGN2 |  |  | 10507 | 0.035 | -0.3033 | No |
| 11 | ADRA1B |  |  | 11261 | 0.024 | -0.3352 | No |
| 12 | IRS1 |  |  | 12296 | 0.010 | -0.3835 | No |
| 13 | PFN1 |  |  | 12735 | 0.002 | -0.4043 | No |
| 14 | INSL3 |  |  | 14938 | -0.031 | -0.5053 | No |
| 15 | SHOX |  |  | 15081 | -0.033 | -0.5057 | No |
| 16 | ADCYAP1 |  |  | 16208 | -0.053 | -0.5500 | No |
| 17 | INPPL1 |  |  | 17603 | -0.087 | -0.6006 | No |
| 18 | AMH |  |  | 18302 | -0.110 | -0.6129 | Yes |
| 19 | ITGA3 |  |  | 18758 | -0.129 | -0.6096 | Yes |
| 20 | MAP4K2 |  |  | 18761 | -0.129 | -0.5843 | Yes |
| 21 | GTF2F1 |  |  | 18870 | -0.135 | -0.5630 | Yes |
| 22 | AQP8 |  |  | 18888 | -0.135 | -0.5372 | Yes |
| 23 | INSIG1 |  |  | 19038 | -0.143 | -0.5163 | Yes |
| 24 | ACTC1 |  |  | 19679 | -0.197 | -0.5086 | Yes |
| 25 | TUBG1 |  |  | 19755 | -0.206 | -0.4717 | Yes |
| 26 | YWHAH |  |  | 20007 | -0.242 | -0.4361 | Yes |
| 27 | PPM1G |  |  | 20235 | -0.307 | -0.3866 | Yes |
| 28 | NRTN |  |  | 20413 | -0.395 | -0.3174 | Yes |
| 29 | ATP5D |  |  | 20437 | -0.416 | -0.2366 | Yes |
| 30 | EPHX1 |  |  | 20521 | -0.501 | -0.1420 | Yes |
| 31 | MDK |  |  | 20591 | -0.741 | 0.0007 | Yes |
Table: GSEA details [plain text format]

  

Fig 2: BCNU\_GLIOMA\_NOMGMT\_48HRS\_DN: Random ES distribution      
 Gene set null distribution of ES for **BCNU\_GLIOMA\_NOMGMT\_48HRS\_DN**

# Supplementary material for: The rapamycin-regulated gene expression signature determines prognosis for breast cancer
**Source:** Mol Cancer. 2009 Sep 24;8:75. doi: 10.1186/1476-4598-8-75
**Supplement:** Additional file 2 — Gene set enrichment analysis of in vivo data, time series. The data provided represent the time series of GSEA. This compressed file contains "Time" shortcut file and "GSEA_time" folder. Clicking on "Time" shortcut opens the index file providing access to analysis files contained in the "GSEA_time" folder.

Details for gene set BECKER\_TAMOXIFEN\_RESISTANT\_UP[GSEA]

Table: GSEA Results Summary

  

Fig 1: Enrichment plot: BECKER\_TAMOXIFEN\_RESISTANT\_UP      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

Table: GSEA details [plain text format]

  

Fig 2: BECKER\_TAMOXIFEN\_RESISTANT\_UP: Random ES distribution      
 Gene set null distribution of ES for **BECKER\_TAMOXIFEN\_RESISTANT\_UP**

How the deposited data were processed for this re-analysis (not part of the article)

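Gene expression was measured on 18 Affymetrix HG-U133 Plus 2.0 arrays. Of these, 6 held RNA of MDA-MB-468 cells given DMSO or 100 nM rapamycin for 24 h and 12 held RNA of MDA-MB-468 xenografts in nude mice given DMSO or 15 mg/kg rapamycin, harvested at day 1 or day 22, with 3 arrays per group. According to the paper's methods, the authors checked the arrays with MAS5 and summarized the probe intensities with the PDNN model before deposit. The log2 values of the cell arrays, as deposited, have each array's median at 0 (-0.0029 on 1 array), are given to 4 decimals and have a floor at which 15 probe sets lie on any array, none of them called (0 of 15). Their log base was inferred from the spacing of the values. The log2 values of the xenograft arrays, as deposited, are not centred, are given to 1 decimal and were normalized separately, so every test stayed within the cells or within the xenografts. The paper's text names neither the normalization between arrays nor the software version.

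Of 54675 probe sets in the table, 62 controls were left out and 54613 were tested without a filter on level. Symbols came from the platform's annotation of 2016, in which 41091 of the probe sets tested carry 1 symbol, 1801 several and 11721 none, and were updated by gene identifier. They name 19775 genes, and probe sets with several symbols or none were counted but not named. Arrays of one system had Spearman correlations across probe sets of at least 0.946 in the cells and 0.9865 in the xenografts.

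Tests were run with limma 3.58.1 in R 4.3.3, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.1. The cell arrays were fitted with agent and replicate number, because the methods name a paired test for them. In a check of whether the numbers pair the arrays, the deviations of a DMSO array from its group correlated with those of the rapamycin array of the same number at 0.63, 0.75 and 0.45. The xenograft arrays were fitted as 4 group means without a block, and contrasts gave rapamycin against DMSO averaged over both times, 22-day against 1-day averaged over both agents, their interaction, and rapamycin against DMSO at each time. The prior degrees of freedom were 9.03 for the cells and 6.99 for the xenografts.

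The gene lists numbered 28, with 571 genes of which 509 were measured. They are interferon response, antigen presentation, NF-kB and inflammatory, cholesterol synthesis, fatty acid synthesis, glycolysis, hypoxia targets, TCA cycle, oxidative phosphorylation, ribosomal proteins, ribosome biogenesis, ATF4 and amino acid, tRNA synthetases, mitosis, DNA replication, PI3K and mTOR pathway, FOXO responsive, lysosome and autophagy, unfolded protein response, heat shock, basal epithelial and early response genes, and markers of host fibroblasts and matrix, endothelium, leukocytes, adipocytes, muscle and red blood cells. They were tested with camera of limma on 1 probe set per gene, the one with the highest mean, at a preset correlation of 0.01 and again with the correlation estimated from the data, adjusted over the lists of each comparison, at a threshold of 0.05. In the cells the estimate was below 0.01 for the ATF4 and amino acid (0.00707), lysosome (-0.0245) and heat shock (-0.0968) lists. These lists lost their call as well. A failure with an estimated correlation therefore does not by itself show that correlation between genes explains a list. Preranked enrichment used fgsea 1.28.0.

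The comparisons, their tests, the gene lists, the rule for the genes named and most alternatives were chosen before the data were examined. The threshold of 0.05 for the lists was set later, before any list's result was seen. For the metagene index, exact permutation tests, which cannot give a p under 0.25 with 3 pairs, took the place of the models chosen before, which were not run. The rule for naming took the genes with the largest change among those called and moved the same way in every pair, at both times or with both agents, every gene the paper names for its arrays, whose directions were seen in the paper, and from each list the members with the smallest p. Where fewer than 4 genes passed, the 4 with the smallest p were taken.

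The results were recomputed under the alternatives that apply to each. For called probe sets these were the replicate block switched, the unmoderated test of the methods under Benjamini-Hochberg adjustment and, except at the single times, under the beta-uniform mixture, and fits after quantile normalization and centring, with a filter on dim probe sets, at an adjusted p under 0.05, with trended and robust variance estimates, with array weights and without each array or pair. The methods were also tested on simulated data with the same numbers of arrays. In the cells limma recovered 45 of 100 changes of 0.5 on the log2 scale and 100 of 100 changes of 1 when few probe sets changed, and 52 of its 197 calls were false (26.4%), while with 3000 changes of each size 8.02% of calls were false. For rapamycin in the xenografts it recovered 50 of 100 changes of 0.3 and 100 of 100 of 0.6, with 9.64% of calls false, and the share was 15.2% for time, 18.9% for the interaction and 16.4% at 22 days. Camera called a list raised by 0.2 and 0 others, in values simulated without correlation between genes, so this does not give its rate of false calls on these arrays, where other splits of the tumors called up to 17 lists. Growth, tumor volume, protein and patient outcome data were not analysed here.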

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

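Of the tests in this part, those of a single array, of mouse host RNA and of the DMSO share of single lists were chosen after the result was seen. The change of 12 gene lists with rapamycin in the tumors differed between 22 days and 1 day in camera's test of the difference itself, at a preset correlation. The mean log2 difference, 22 days minus 1 day, was -0.319 for cholesterol synthesis, -0.759 for basal epithelial genes and 0.198 for antigen presentation, and these 3 lists kept their call without any array. For the lists of the ATF4 and amino acid response, oxidative phosphorylation and mitosis it was -0.123, -0.0865 and -0.122 (adjusted p = 0.00352 each from limma's camera). For FOXO responsive genes it was 0.122 (0.00423), for tRNA synthetases -0.122 (0.00434), for heat shock -0.207 (0.00493), for glycolysis -0.0877 (0.0282), for the TCA cycle -0.0958 (0.0341) and for fatty acid synthesis -0.152 (0.0349). None of the 12 passed with an estimated correlation, and the calls of glycolysis, the TCA cycle and fatty acid synthesis ended after quantile normalization. Other lists did not pass, namely interferon response (0.353), NF-kB (0.353), hypoxia (0.394), ribosomal proteins (0.684), ribosome biogenesis (0.5), DNA replication (0.666), PI3K and mTOR (0.244), lysosome (0.353), unfolded protein response (0.726), early response (0.823), fibroblasts (0.0769), endothelium (0.961), leukocytes (0.353), adipocytes (0.5), muscle (0.925) and red blood cells (0.961).

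A change with time in the DMSO tumors, in place of a growing effect of rapamycin, was judged by their share of the difference. For cholesterol synthesis the share was 0.0407 (-0.0577 to 0.127 with 1 array left out), so the DMSO groups carried little of it. The share was 0.756 (0.638 to 0.876) for the basal epithelial list and 0.584 (0.297 to 0.705) for antigen presentation. Where the DMSO tumors changed, the share cannot tell drift from a change that rapamycin prevented, because they are the controls of each time. Nor can it be told apart for the 12 lists as a set. Their median share of 0.109 lies within the spread of the shares (SD 0.414, from -0.478 for the TCA cycle to 0.94 for glycolysis). Without DMSO 22-day replicate 1 there were 5 of the 12 lists left with their call and direction, and at least 1 left-out array ended the call of each list but the first 3, so a single array cannot be told apart for these 9. RNA of the mouse host cannot be told apart either, because 0 of the host cell lists passed for the difference. An effect of the longer treatment is a biological explanation that the design gives, but not the only one. The paper reports a lower mean tumor volume with rapamycin on day 22, so the 22-day groups differ in tumor size as well as in agent. Tumor volume was not analysed here, so a direct effect cannot be told apart from one that goes with size. Of 100 splits of the 12 arrays 25 gave at least 12 lists and the highest other gave 16, so the grouping leaves an effect of the longer treatment open. That count does not measure chance alone, because 14 of the 100 splits kept the real 22-day groups whole. For single lists, a test chosen after the result was seen, such splits were 8 of 11 with as small a p for cholesterol synthesis. They were 12 of 21 for antigen presentation and 1 of 25 for oxidative phosphorylation.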

How the results depend on the processing

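Tests added after the data were seen were the scaling of the cell arrays to the same spread, the removal of probe sets at the floor, the actin covariate and, for the shared probe sets, array weights and trended variance. A fit of all 18 arrays together was not run, because the cells and xenografts are on separate scales. The cause was not tested for any value below, except that a stricter threshold calls fewer by construction.

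Called probe sets. Without the block limma called 0 in the cells (3297 at an unadjusted p under 0.05) and with the actin covariate in place of the block 0 (4117). The unmoderated test with Benjamini-Hochberg called 0 in the cells (6867), 0 for rapamycin in the tumors (5091), 0 at 22 days (2984) and 1190 for time, and with the mixture 449, 3 and, for time, 1945. At an adjusted p under 0.05 the counts were 4316 in the cells, 47 for rapamycin in the tumors, 1846 for time, 151 at 22 days and 36 shared. A replicate block in the tumors, whose numbers do not pair the arrays (correlations from -0.12 to 0.17 between agents), gave 14 for rapamycin, 49 at 22 days and 10 shared. For rapamycin in the tumors a model without time gave 0 (5079), the 1-day groups alone 0 (3088), quantile normalization 118, centring 101, the filter on dim probe sets 388 and array weights 1056. Array weights gave 5785 for time, 13 for the interaction, 1274 at 22 days and 487 shared, and the DMSO groups alone gave 963 for time. Shared probe sets numbered 0 without the block, 0 with the unmoderated test, 0 with the mixture, 0 with the 1-day groups alone, 70 after quantile normalization, 66 after centring and 234 with the filter. With 1 array or pair left out the counts ran from 2546 (without replicate 2) to 9170 (without replicate 1) in the cells, 15 to 608 for rapamycin in the tumors (without DMSO 1-day replicate 2 and DMSO 22-day replicate 3), 1763 to 4497 for time (without DMSO 1-day replicate 3 and DMSO 22-day replicate 3), 0 to 4 for the interaction (4 without DMSO 1-day replicate 2), 0 to 0 at 1 day, 45 to 681 at 22 days (without rapamycin 22-day replicate 1 and DMSO 22-day replicate 3) and 14 to 255 shared (without DMSO 1-day replicate 2 and DMSO 22-day replicate 3).

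Index and lists. The index difference was 1.25 in the cells and 0.49 in the tumors after subtracting the mean of the 3 lower probe sets, 0.22 in the 1-day and 0.42 in the 22-day tumors alone, and 0.80 to 0.84 and 0.30 to 0.34 with 1 pair or array left out. With an estimated correlation 0 lists passed in the cells, 0 for rapamycin in the tumors, 0 for time and 0 for the interaction. In the cells the ATF4 and amino acid list failed although its estimate of 0.00707 lay below the preset 0.01. For time 2 lists passed with the largest change of each gene and 5 in the DMSO groups alone. With 1 pair or array left out 12 to 18 lists passed in the cells, 10 to 18 for rapamycin in the tumors, 3 to 10 for time and 5 to 14 for the interaction. The mean of the ribosomal proteins in the cells reversed to -0.23 with the arrays scaled to the same spread. Over single lists, 824 of 978 values under other settings kept direction and side of the threshold, 114 fell below it, 39 passed newly and 1 reversed, and with 1 array or pair left out 978 of 1092 did, 75 fell below and 39 passed newly. For the named genes 1013 of 1481 values kept both, 453 fell below and 15 passed newly, and with 1 left out 834 of 1089, 249 and 6. The 1-decimal values and 3 arrays per group limit what small changes can pass.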

Differences from the paper's values

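All alternatives named in this part were chosen before the data were examined, and no test here was chosen after the result was seen. The paper's values are for a false discovery rate of 10% from a beta-uniform mixture, and those computed here for a Benjamini-Hochberg adjusted p under 0.1 from limma. The paper gives its counts as genes but compares them by probe set identifier, and they are read here as probe sets. In the cells the paper's count is 1271 and 6796 were called here, and no alternative came within 1.5 times of the paper's count. The paper's count of higher ones is 477 against 5188 here, and the unmoderated paired test with the mixture gave 331, while no other alternative came within that range. The paper's count of lower ones is 794 against 1608 here. An adjusted p under 0.05 gave 772 and leaving out replicate 3 gave 1106, while the other alternatives did not come within it. Counted as named genes, 2943 were higher and 1139 lower here, and only the lower ones came within that range.

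The supplement's treatment coefficients follow the differences in the deposited xenograft values with a slope of 0.859 in the dimmest genes and 1.69 in the brightest. In the xenografts the paper's count is 377 and 232 were called here. The filter on dim probe sets gave 388, trended and robust variance 262 and leaving out DMSO 22-day replicate 1 gave 295, and the other alternatives did not come within 1.5 times. For higher ones the paper's 303 stands against 197 here, with 341, 217 and 250 under the same 3 alternatives and 354 without DMSO 22-day replicate 3, and not under the others. For lower ones the paper's 74 stands against 35 here, and no alternative came within the range. Counted as named genes, 164 were higher and 27 lower here, and neither came within it.

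The paper's count of shared probe sets is 34 and 140 were shared here. An adjusted p under 0.05 gave 36, and leaving out DMSO 1-day replicate 1 or rapamycin 1-day replicate 3 gave 37 each, and the other alternatives did not come within 1.5 times. Of those higher in both, the paper's 31 stands against 128 here, with 34, 32 and 33 under the same 3 settings and not under the others. Of those lower in both, the paper's 3 stands against 12 here, with 4 after centring, 2 at an adjusted p under 0.05, 3 without DMSO 1-day replicate 3 and 4 without rapamycin 1-day replicate 3, and not under the others.

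The paper states that all probe sets of Table 1 were higher in both experiments. All 31 had positive changes in both here, 29 were called in the cells and 19 in the tumors. Of the 2 not called in the cells the unmoderated test with the mixture called 1. Of the named ones not called in the tumors (11), array weights called 6, trended and robust variance 2, and the filter and leaving out DMSO 22-day replicate 1, DMSO 22-day replicate 3, rapamycin 1-day replicate 1 or rapamycin 22-day replicate 3 called 1 each. Both GRN probe sets of Table 1 are among those not called in the tumors, at 0.25 each, and array weights or leaving out DMSO 22-day replicate 3 called 1 of them.

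The paper names GPR107 and ZNF419, with DDIT4, as lower in both experiments. DDIT4 was called lower in both here (-1.55 and -0.48). Of the GPR107 probe sets, 1 was called higher in the cells (0.48), 1 lower (-0.38) and none in the tumors, where the latter was at -0.33 and was called with array weights (adjusted p = 0.0685) and without DMSO 22-day replicate 3 (0.0253). ZNF419 was called in neither, at -0.23 and -0.25 in the cells and -0.05 and -0.17 in the tumors, and quantile normalization called the first of these in the cells (-0.39). In its discussion the paper gives endothelin 1 as lower with rapamycin, while its Table 1 holds EDN1 among the higher probe sets. Here EDN1 was higher in the cells on all its probe sets (0.91, 1.02 and 0.67) and in the tumors on that of Table 1 (0.47).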

Other observations

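Of the tests in this part, those of array spread, of RNA quality and of the regrouping of single lists were chosen after the result was seen, and that of the supplement's gene sets was not. In the tumors at 22 days genes of the basal epithelium were lower with rapamycin than with DMSO, while from 1 to 22 days the mean of that list changed by 0.574 in the DMSO tumors and by -0.185 in the rapamycin tumors. KRT15 was 1.78-fold lower (log2 change -0.83, standard error 0.11, adjusted p = 0.0083 from limma), the keratin gene KRT16 1.70-fold, the epithelial 14-3-3 gene SFN 1.45-fold and KRT23 1.35-fold, 4 of 9 in the list and none higher (6 over the list alone, camera adjusted p = 2.97e-09, and adjusted p = 0.122 with an estimated correlation). KRT14, not called, had the largest change, -2.33. Antigen presentation genes had 4 of 21 higher and none lower (16 over the list alone), with CD74 1.91-fold, PSMB9 and HLA-DMA 1.41-fold and PSMB10 1.32-fold higher (camera adjusted p = 1.14e-14, and adjusted p = 0.122 with an estimated correlation). Of cholesterol synthesis genes 3 of 18 were lower, MVD and HMGCS1 by 1.59-fold and SQLE by 1.48-fold (1.69e-14, and adjusted p = 0.122 with an estimated correlation). Camera also passed, with higher means, interferon response (6.74e-08), NF-kB (2.89e-05), PI3K and mTOR (0.0197) and FOXO responsive genes (0.0254) and, with lower means, the lists of ATF4 and amino acid (4.96e-09), heat shock (5.15e-05), tRNA synthetases (0.000306), fatty acid synthesis (0.004), hypoxia (0.0149) and glycolysis (0.0197), for which adjusted p = 0.122 to 0.649 with an estimated correlation. After quantile normalization the calls of PI3K and mTOR and of FOXO responsive genes ended and mitosis passed as a lower list.

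At 1 day, where limma called 0 probe sets (3088 at an unadjusted p under 0.05, and 2974 with the unmoderated test, which also called 0), interferon response genes had a mean change of 0.17 with 34 of 39 positive (camera adjusted p = 9.05e-07), NF-kB and inflammatory genes 0.23 with 16 of 19 (0.00017), antigen presentation 0.13 with 18 of 21 (0.000147) and oxidative phosphorylation 0.097 with 30 of 32 (7.31e-05). Host fibroblast and matrix genes had -0.17 with 8 of 13 negative (0.00135), among them POSTN at -0.67 and COL3A1 at -0.50, neither called. For each of these lists adjusted p = 0.488 with an estimated correlation, but for oxidative phosphorylation, at 0.612. Camera also passed at 1 day the lists of DNA replication (0.00292), ribosomal proteins (0.00302), TCA cycle (0.00352), lysosome (0.0164) and mitosis (0.0186), with higher means, and of ATF4 and amino acid (0.00135) and hypoxia (0.0267), with lower means, for which adjusted p = 0.488 to 0.624 with an estimated correlation. After quantile normalization the calls of the 5 lists from DNA replication to mitosis ended, and cholesterol synthesis, tRNA synthetases and heat shock passed as lower lists.

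Regrouping the arrays tests whether chance could give the counts. For rapamycin in the tumors 1 of 100 splits, the real one, gave 232 called probe sets, and the highest other gave 89. For time the real split was likewise the 1 of 100, with 3053 against 479, so chance can be excluded for these counts. For the shared probe sets the real split gave 140 and the highest other 9. A split that calls few tumor probe sets can share only few, so this gives no separate evidence on the overlap with the cells. For the interaction the splits decide nothing, because the real count is 0 (1958 had an unadjusted p under 0.05 from limma, and 2175 with the unmoderated test, which also called 0), so that 100 of 100 splits gave at least as many by definition, the highest other 82. Chance cannot be excluded for the number of lists for rapamycin in the tumors (15, with 17 in the highest other and 5 of 100 as large) or for time (9, with 15 in the highest other and 41 of 100 as large). Nor can it be excluded for any single list that passed for time, where 6 of 100 splits (unfolded protein response) to 37 of 100 (cholesterol synthesis) gave a camera p as small, among them 26 for hypoxia (unadjusted p = 3.09e-05, and 2.08e-14 in the most extreme other). For rapamycin in the tumors there were 1 of 100 for NF-kB and 3 for ATF4 and amino acid. Interferon response and antigen presentation had 5 each, and the other 11 lists 10 to 40. For the 4 lists named, all of these splits kept the 22-day rapamycin and DMSO groups whole, as 14 of the 100 splits did. So did 8 of 10 each for cholesterol and fatty acid synthesis, but 4 of 30 for hypoxia and 1 of 40 for oxidative phosphorylation. Splits of this kind keep the real difference at 22 days, so they do not stand for chance alone. For the difference between 22 days and 1 day there were 3 of 100 for basal epithelial genes, all with the 22-day groups whole. The other 11 lists had 10 to 39. Those groups were whole in 8 of 11 for cholesterol synthesis, 12 of 21 for antigen presentation and 1 of 25 for oxidative phosphorylation. Where most of the splits kept them whole, the count cannot decide between chance and an effect at 22 days. Chance was therefore not excluded for these 11 lists or for the 13 rapamycin lists at 5 or more. The 10 splits of 3 arrays against 3 are too few for the cells (6796 probe sets, highest other 5, and 15 lists, highest other 14, with only the real 1 as large in both), for 22 days (326, highest other 1, with only the real 1 as large) and for 1 day (0, highest other 0, where all 10 are as large by definition). Of the cell splits that also part all 3 pairs, the others called 0 probe sets and at most 8 lists.

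In the cells 76.3% of the called probe sets were higher with rapamycin. Unequal spread of the deposited arrays may contribute, since after quantile normalization 54.9% were higher. RNA quality as the whole cause of the higher calls is argued against by pair 1. The actin 3' to 5' difference between rapamycin and DMSO was -0.926 in pair 1, 0.216 in pair 2 and 1.04 in pair 3. Yet of 6384 probe sets called higher from pairs 2 and 3 alone 82.8% were higher in pair 1, against 50.2% of all probe sets. Of 2786 called lower from them 72.3% were lower in pair 1. How much of the excess RNA quality produced was not measured. With the actin difference as a covariate in place of the pairing limma called 0 (4117 at an unadjusted p under 0.05), as it did without pairing or covariate (3297). No biological explanation of the excess was tested.

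The supplement's report holds 1227 positive and 59 negative gene sets for treatment, the paper's 95.4% positive. A candidate explanation is that the highest-scoring probe set stood for each gene. With that rule 92.4% of 1000 random sets of 25 genes were positive for treatment, and 68.9% with the brightest probe set. For time they were 88.1% and 58.5%, against the paper's 90.9%. Because the brightest probe set also gave more than an even share, the test leaves the explanation open.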
